# Decoupling of mRNA and Protein Expression in Aging Brains Reveals the Age-Dependent Adaptation of Specific Gene Subsets

**DOI:** 10.3390/cells12040615

**Published:** 2023-02-14

**Authors:** Inès Khatir, Marie A. Brunet, Anna Meller, Florent Amiot, Tushar Patel, Xavier Lapointe, Jessica Avila Lopez, Noé Guilloy, Anne Castonguay, Mohammed Amir Husain, Joannie St. Germain, François-Michel Boisvert, Mélanie Plourde, Xavier Roucou, Benoit Laurent

**Keywords:** aging, brain, cortex, mRNA, transcriptome, protein, proteome

## Abstract

During aging, changes in gene expression are associated with a decline in physical and cognitive abilities. Here, we investigate the connection between changes in mRNA and protein expression in the brain by comparing the transcriptome and proteome of the mouse cortex during aging. Our transcriptomic analysis revealed that aging mainly triggers gene activation in the cortex. We showed that an increase in mRNA expression correlates with protein expression, specifically in the anterior cingulate cortex, where we also observed an increase in cortical thickness during aging. Genes exhibiting an aging-dependent increase of mRNA and protein levels are involved in sensory perception and immune functions. Our proteomic analysis also identified changes in protein abundance in the aging cortex and highlighted a subset of proteins that were differentially enriched but exhibited stable mRNA levels during aging, implying the contribution of aging-related post- transcriptional and post-translational mechanisms. These specific genes were associated with general biological processes such as translation, ribosome assembly and protein degradation, and also important brain functions related to neuroplasticity. By decoupling mRNA and protein expression, we have thus characterized distinct subsets of genes that differentially adjust to cellular aging in the cerebral cortex.

## 1. Introduction

Aging is a gradual process of natural changes leading to the progressive loss of physiological integrity and the impairment of essential biological functions. This deterioration of physiological functions with advancing age is the primary risk factor for developing chronic diseases and increasing vulnerability to death. The cellular and tissue changes are sustained by molecular aberrations at different regulatory layers: DNA and chromatin, RNA and proteins. During aging, DNA integrity is challenged by genomic instability and telomere attrition. Protective and repair mechanisms fail to address the damages inflicted on DNA, and genetic damages tend to accumulate [1], leading to deleterious cellular effects such as senescence or apoptosis [2]. Age-related changes in gene expression are linked to epigenetic alterations. During aging, specific epigenetic alterations, such as the increase in H4K16ac, H4K20me3 and H3K4me3 histone marks (activation), the decrease in H3K9me and H3K27me3 histone marks (repression), or the global increase in DNA methylation level (repression), can directly impact the expression of the genes [3,4,5,6]. Finally, the ability to preserve protein homeostasis, also called proteostasis, under normal and stress conditions is gradually compromised with age [7,8]. These primary hallmarks of cellular aging are conserved across evolution and can lead to the loss of important cellular functions [9]. During aging, the overall mRNA translation rate decreases as the translation machinery becomes less efficient. This decrease is due to the deregulation of the stoichiometry of translation components, leading to the decreased abundance and activity of ribosomes [10,11] and the possible sequestration of mRNAs in stress granules, where they cannot be translated [12]. Therefore, the mRNA/protein expression ratio for a specific gene might be strongly affected during aging.

In a cell, the average transcription rate is about two mRNA molecules per hour, with a range between 0.1 and 100 mRNA molecules per hour depending on the given locus [13]. The median translation rate is about 140 proteins per mRNA per hour, with a maximum rate of 1000 proteins per mRNA per hour [13,14,15]. Moreover, proteins are, on average, 5 times more stable than mRNAs [13]. Therefore, it is easier to change the abundance of mRNAs to have an impact at the protein level. The mRNA level is mostly important for newly synthesized proteins since their initial concentration is minimal, whereas changes at the protein level are needed for pre-existing proteins with basic cellular functions [16]. Even though a higher concentration of mRNA molecules has more chances to be transcribed into many more proteins, there are several regulatory mechanisms in place modulating the level of protein expression: the translation rate, the rate of degradation, and also protein synthesis delay and transport [14]. The translation rate is primarily modulated by the mRNA sequence itself—codon composition, upstream open reading frames (uORFs), and the presence of internal ribosome entry sites (IRES) [17,18]. The translation rate can also be modulated by the availability of the ribosomes and the binding of different molecules to the mRNA, such as micro-RNA or long noncoding RNA (lncRNA). Therefore, two groups of genes exhibiting different types of regulation have been described: (i) genes that mainly rely on transcriptional regulation, with a change in mRNA level correlating with that of proteins, and (ii) genes that depend on a translational regulation, where the RNA dynamic is not reflected into protein levels because of post-transcriptional mechanisms [19,20]. In a steady state, mRNA levels primarily explain protein levels as their respective average remains stable over time even when cells undergo long-term dynamic processes such as proliferation or differentiation [21,22,23]. For short-term adaptation, post-transcriptional processes are more important than the initial levels of mRNA as the regulation of transcript levels alone would be too slow. An increase in translation for already existing transcripts or an increase in protein degradation is a faster and more efficient mechanism. There is a poor mRNA–protein correlation during stress as it causes a significant change in translation rate and protein misfolding [24,25]. During aging, mRNA and protein expression levels can drastically change [12,26,27,28]. The age-dependent association between mRNA and protein levels remains mainly unexplored, and it is not known whether cellular aging impacts specific groups of genes.

In mice, transcriptomic studies on different tissues with bulk RNA-seq experiments have shown that most genes age with the same pattern in different tissues but differ in amplitude and onset of expression depending on the organ [29,30]. The brain is one of the organs that age the fastest [31]. Age is the primary risk factor for cognitive impairment as well as for the development of neurodegenerative diseases such as Alzheimer’s disease. Here, we have investigated the connection between changes in mRNA and protein expression in the aging brain by comparing the transcriptome and proteome of the cerebral cortex during normal aging. Our transcriptomic analysis showed that aging mainly triggers gene activation in the cortex and that genes with increased mRNA and protein expression are associated with sensory perception and immune functions. Our proteomic analysis revealed changes in protein abundance in the aging cortex and highlighted a subset of proteins that were differentially enriched but exhibited stable mRNA levels during aging. These genes, targeted by aging-dependent post-transcriptional mechanisms, are associated with general biological processes (i.e., translation, ribosome assembly, protein degradation) but also have functions related to neuroplasticity (i.e., neurogenesis, dendrite outgrowth, synapse formation). By decoupling mRNA and protein expression, we have characterized distinct subsets of genes that differentially adjust to cellular aging in the cerebral cortex.

## 2. Materials and Methods

### 2.1. Mice

Male C57BL/6J mice were purchased from the Réseau Québécois de Recherche sur le Vieillissement (RQRV, Québec City, QC, Canada). All mice received a standard diet, i.e., NIH-31 modified open formula mouse/rat sterilized diet (Teklad 2019, Harlan Laboratories), and were kept on a 12:12 daylight cycle at 22–23 °C with access to a small house and tissues for nesting. Adequate measures were taken to minimize pain and discomfort. Animal care and handling were performed in accordance with the Animal Care Committee of Université Laval (CPAUL), the guidelines of the Canadian Council on Animal Care and the Université Laval institutional policy.

The weight of each mouse was taken before euthanasia. Mice were placed under anesthesia (isoflurane), and then a cervical dislocation was performed. The brain was first removed from the cranial cavity, washed in phosphate-buffer-saline (PBS) and then weighed before the microdissection of the cerebral cortex. If mice presented visible tumors in any major organs (for example, the liver), they were discarded from the study.

### 2.2. Histology

Whole brains from 6- and 24-month-old mice were put in a plastic cassette, submerged in paraformaldehyde (PFA) 4% for 16 h at 4 °C. Then, several washes of fresh ethanol 70% were performed for 3 × 5 min, followed by incubating in ethanol 70% for 12 h at 4 °C. Fixed brains were sent to the Histology platform of the Université de Sherbrooke (Sherbrooke, QC, Canada) to be embedded in paraffin and cut in a 4 µm coronal cross-section (around Bregma 0). The cortical thickness and the surface area of the cortical layer were measured on brain slides stained with hematoxylin and eosin. The measurement was blind for the age group and performed on 2 slides per brain for 6 mice per age group. 

### 2.3. RNA and Protein Extraction

Each frozen sample of cortex was crushed and powdered using the BioSqueezer Snap Freeze Press system (BioSpec Products, Bartlesville, OK, USA), to allow homogenization and equal fractionation for both transcriptomic and proteomic studies. The equipment was previously cooled using dry ice. The subsequent powder was then fractionated and stored at −80 °C in multiple Eppendorf tubes for RNA or protein extraction.

To isolate total RNA from the tissue powder, a hybrid technique combining the TRIzol reagent protocol (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and the Quick-RNA™ Miniprep Kit (Zymo Research, Thomas Scientific, Swedesboro, NJ, USA) was used. Cortex powder was first homogenized in 500 µL of cold TRIzol, and then 500 µL of chloroform:isoamyl alcohol 24:1 (Sigma Aldrich, St. Louis, MO, USA) was added. Samples were vortexed for 20 s and incubated for 2 min at room temperature. The samples were then centrifuged at 10,000× *g* for 18 min at 4 °C. The aqueous phase, which contains RNAs, was transferred to a new Eppendorf tube. An equal volume of 100% ethanol was added, and the mixture was then loaded into a Zymo-Spin™ IIICG Column from the Quick-RNA™ Miniprep Kit. Further steps were conducted according to the manufacturer’s protocol. The RNA concentration in ng/µL was determined using a Nanodrop system (Thermo Fisher Scientific).

To isolate proteins, tissue powder was resuspended in white Laemmli 1× (62.5 mM TRIS pH 6.8, 10% v:v glycerol, 2% v:v SDS) and boiled for 5 min at 95 °C. Samples were then sonicated by bursts of 5 sec at 12% amplitude, then 10 sec on ice, for a total of 5 times. Absolute protein quantification was performed by bicinchoninic acid assay (BCA) using the Pierce™ BCA Protein Assay Kit according to the manufacturer’s parameters. The absorbance was read at 562 nm using a spectrophotometer, and the absolute quantification was calculated.

### 2.4. RNA-Seq Library Preparation

RNA-seq libraries were prepared using NEBNext^®^ Single Cell/Low Input RNA Library Preparation Kit (New England Biolabs, Ipswich, MA, USA). Library preparation was initiated with 10 ng of total RNA. The RNA, along with all the other reagents, was thawed on ice. Further steps were conducted according to the manufacturer’s protocol until the final library amplification. Each final library was then purified using the MinElute PCR Purification Kit (Qiagen, Hilden, Germany) and then quantified on a Qubit system (Thermo Fisher Scientific). Multiplexed libraries were pooled in approximately equimolar ratios and were then run in a 2% agarose gel. The DNA between 300 and 700 base pairs was then cut and purified using the Qiagen Gel Extraction Kit (Qiagen). Library sequencing was performed at the RNomics platform of the Université de Sherbrooke (Sherbrooke, QC, Canada). Single-end sequencing was performed on all the samples with a 75 bp sequencing depth on a NextSeq machine. The raw data have been deposited at the Gene Expression Omnibus (GEO) under the subseries entry GSE218637.

### 2.5. Data Analysis

Quality control of RNA-seq data was performed using FastQC (version 0.11.8) with default parameters. Trimming of the reads was achieved using TrimGalore (version 0.6.4) with default parameters except for: --illumina --max_n 5 --clip_R1 3 --three_prime_clip_R1 3. The quality of the data was also evaluated using FastQC after the trimming of adapters and low-quality regions. Reads were then mapped to the mouse genome (GRCm38, GENCODE vM23, primary assembly) with STAR (version 2.7.3a). STAR was used with default parameters except for: --outFilterMultimapMmax 10 --outSAMtype BAM SortedByCoordinate --quantMode GeneCounts --outSAMprimaryFlag AllBestScore --outFilterMismatchNmax 5. The evaluation of gene expression (CPM and TPM) was done using FeatureCounts from the SubRead package (version 2.0.0). FeatureCounts was used with default parameters except for: -M --fraction -Q 15 --fracOverlap 0.25 --largestOverlap --minOverlap 15. Exons were set as features (-t exon) and grouped by gene (-g gene_id). Statistical analysis was performed using the edgeR package (version 3.24.3) from R (version 3.5.3), and significant changes in gene expression (1% FDR) were evaluated after filtration using the genefilter package (version 3.15), as previously done [32]. Data visualization was done using python (version 3.7.3).

### 2.6. Quantitative PCR 

Total RNA (500 ng) was used to generate cDNA using the Biorad iscript RT supermix RT-qPCR kit (Biorad, Hercules, CA, USA) following the manufacturer’s instructions. The expression of different target genes was validated by quantitative PCR (qPCR) using the Azur Cielo 3™ system (Azure Biosystems, Dublin, CA, USA). The specific primers used for the amplification are listed below:

RPLP0 F: CTGAGATTCGGGATATGCTGTTGGCC

RPLP0 R: CGGGTCCTAGACCAGTGTTCTGAG

CYP26B1 F: CCAATTCCATTGGCGACATCCACCG

CYP26B1 R: GGCAGGTAGCTCTCAAGTGCCTC

SERPINB9B F: CACGTGGGTCTCCAAACAGACTGAAG

SERPINB9B R: CATCATCTGCACTGGCCTTTTCTCATC

LILRB4 F: GACCTCATGATCTCAGAAACCAAGGAC

LILRB4 R: GTTCTCAGATTGTGTGTTCTTCACAGAAGC

KLF10 F: CTCCAGCAAGCTTCGGAGGGGAAA

KLF10 R: GGGGCTGTAAGGTGGCGTTAAACA

CCL8 F: CCTGTCAGCCCAGAGAAGCTGACTG

CCL8 R: CAGAGAGACATACCCTGCTTGGTCTGGA

GADD45a F: GCAGGATCCTTCCATTGTGATGAATGTGG

GADD45a R: CTAGCTGAGCTGCTGCTACTGGAGAAC

KCNG1 F: ATGAGGAGGCTGCGTGACATGGTGGA

KCNG1 R: GGATGAAGCGCAGCAGGAACTCTAG

Egr2 F: GTCTGGTTTCTAGGTGCAGAGATGGG

Egr2 R: CCTTTGACCAGATGAACGGAGTGGC

CXCL13 F: CAGGCAGAATGAGGCTCAGCACAG

CXCL13 R: CTTCATCTTGGTCCAGATCACAACTTCAG

BC1 F: CCTGGGTTCGGTCCTCAGTCTGGA

BC1 R: GGTTGTGTGTGCCAGTTACCTTG

GAP43 F: CCTCCAACGGAGACTGCAGAAAGC

GAP43 R: TCAGGCATGTTCTTGGTCAGCCTCG

The reactions were performed with the PerfeCta SYBR Green SuperMix (QuantaBio, Beverly, MA, USA), as recommended by the manufacturer. Real-time PCR was performed with a hot start step at 95 °C for 2 min, followed by 40 cycles of 95 °C for 10 s, 60 °C for 10 s and 72 °C for 20 s. Analysis was performed using Azur Cielo software (Azure Biosystems, Dublin, CA, USA). The relative expression of the genes was normalized by that of RPLP0. 

### 2.7. Sample Preparation for Mass Spectrometry

*Reduction, Alkylation of Proteins*. All buffers used in this stage were prepared with MS-grade water. The protein reduction step was carried out by incubating the protein in Laemmli with 10 mM DTT for 30 min at 60 °C. The alkylation of the proteins was carried out by adding 15 mM iodoacetamide (Sigma Aldrich, St. Louis, MO, USA) for 30 min at room temperature away from light. In order to increase the depth of discovery, the proteins were separated by size on SDS-PAGE gel; 20 µg of proteins were loaded onto 4–20% PROTEAN^®^ TGX™ precast protein gels (Biorad, Hercules, CA, USA). The gel was stained with Invitrogen™ SimplyBlue™ SafeStain (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. The gel was then cut into 4 fractions, ranging from 250–75, 75–37, 37–20, and 20–10 kDa. Each fraction was diced into 1 mm cubes, and then the gel pieces were destained. All incubation steps were performed at 30 °C at 800 RPM in a thermoshaker. The pieces were first washed in MS-grade H20 for 30 min. Then, we added the same volume of CH_3_CN for a final concentration of 50% v:v CH_3_CN:H_2_O, incubated for 15 min. The supernatant was removed, and the pieces were resuspended in 20 mM NH_4_CO_3_ for 15 min. Then, the supernatant was removed, and the pieces were resuspended in 50% v:v CH3CN and 10 mM NH_4_CO_3_ for 15 min. The last two steps were repeated until no trace of blue was visible in the gel pieces. The proteins were digested by adding 1 µg Pierce MS-grade trypsin (Thermo Fisher Scientific, Waltham, MA, USA) diluted in 20 mM NH_4_CO_3_ and incubated overnight at 37 °C.

*Peptide retrieval*. The following incubation steps were all performed at 30 °C at 850 RPM in a thermoshaker. An equal volume of CH_3_CN (equivalent to that of the trypsin NH_4_CO_3_) was added to the gel pieces and incubated for 30 min. The supernatant containing the peptides was transferred into low-bind Eppendorf™ microcentrifuge tubes. An equal volume of 1% (v:v) formic acid (FA) (Thermo Fisher Scientific) was added to the gel pieces, and the sample was incubated for 20 min. This second supernatant was transferred to the same tube as the first supernatant. The steps of adding FA and transferring the supernatant were repeated once. Then, 150 µL of CH_3_CN was added, and the mixture was incubated for 15 min. Again, the supernatant containing the last peptides is transferred to the tube. These samples were thereafter concentrated by a centrifugal evaporator at 65 °C until complete drying (4–6 h) and resuspended in 30 µL of 0.1% trifluoroacetic acid (TFA) buffer.

*Purification and Desalting of the Peptides on C18 Columns*. The peptides were purified with ZipTip 10-l micropipette tips containing a C18 column (EMD Millipore, Burlington, MA, USA). The ZipTip was first moistened by suctioning 10 µL of 100% acetonitrile (ACN) solution three times, then equilibrated by suctioning 10 µL of 0.1% TFA buffer three times. Each peptide sample was passed on the balanced ZipTip by ten up-and-downs of 10 µL of the sample. This step was performed three times to pass the entire sample to the column. The ZipTip was then washed with 10 µL of 0.1% TFA buffer three times. 

### 2.8. Data-Dependent Acquisition (DDA) Mass Spectrometry

*Mass spectrometry*. Trypsin-digested peptides were separated using a Dionex Ultimate 3000 Binary RSLCnano instrument for high-performance liquid chromatography (HPLC); 1.5 µg of peptides per fraction were loaded onto an OrbiTrap mass spectrometer. With a constant flow of 4 µL/min, the samples were loaded and separated onto a nanoHPLC system (Dionex Ultimate 3000, Dionex, Sunnyvale, CA, USA) with a trap column (Acclaim PepMap100 C18 nano column, 0.3 mm id × 5 mm, Dionex, Sunnyvale, CA, USA). Peptides were then eluted off towards an analytical column heated to 40 °C (PepMap C18 column (75 µm × 50 cm)), with a linear gradient of 5–45% of solvent B (80% ACN with 0.1% formic acid) over a 4 h gradient at a constant flow of 450 nL/min. Peptides were analyzed using an OrbiTrap QExactive instrument (Thermo Fischer Scientific) using an EasySpray source at a voltage of 2.0 kV and the temperature of the column set to 40 °C. Acquisition of the full scan MS survey spectra (*m/z* 350–1600) in profile mode was performed in the OrbiTrap at a resolution of 70,000 using 1,000,000 ions. The ten most intense peptide ions from the preview scan in the OrbiTrap were fragmented by collision-induced dissociation (normalized collision energy 35% and resolution of 17,500) after the accumulation of 50,000 ions with maximum filling times of 250 ms for the full scans and 60 ms for the MS/MS scans. All unassigned charge states, as well as species with single, seven or eight charges for precursor ions, were rejected. A dynamic exclusion list was set to 500 entries with a retention time of 40 s (10 ppm mass window). Data acquisition was performed using Xcalibur (version 4.2). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository [33] with the dataset identifier PXD038179.

*Data analysis*. Data analysis was performed using MaxQuant software [34] (1.6.17). For statistical analysis, the Prostar software package [35] (Prostar 1.26.3; DAPAR 1.26.1) was used with the following settings. Potential contaminants, as well as the reverse sequences identified, were removed, and only proteins with at least two unique peptides detected in all replicates of at least one condition were kept. Partially observed values (POVs) were imputed using the SLSA (Structured Least Square Adaptative) regression-based imputation method, while values missing in the entire condition (MEC) were imputed using DetQuantile with a low deterministic value. Hypothesis testing was performed using the Limma test. The log2 fold change threshold was set at 1 and the –log10 p-value threshold at 1.3. Results were visualized on a volcano plot using the VolcaNoseR tool [36]. From the significantly different proteins, a heatmap was generated using the Heatmapper tool [37] with average linkage clustering and Pearson distance measurement. Peak list files were searched from the Openprot mouse proteome (openprot.org; version 1.6). 

### 2.9. Parallel Reaction Monitoring (PRM) Mass Spectrometry

Protein quantification was performed using a label-free PRM method. For quantification on an OrbiTrap mass spectrometer, the 3 fractions containing the peptides of interest were pooled in equal concentration and were loaded and separated onto a nanoHPLC system (Dionex Ultimate 3000) with a constant flow of 4 µL/min onto a trap column (Acclaim PepMap100 C18 nano column, 0.3 mm id × 5 mm, Dionex, Sunnyvale, CA, USA). Peptides were then eluted off towards an analytical column heated to 40 °C (PepMap C18 column; 75 µm × 50 cm), with a linear gradient of 5–45% of solvent B (80% ACN with 0.1% formic acid) over a 4-h gradient at a constant flow of 450 nL/min. Eluted peptides were analyzed on an OrbiTrap QExactive instrument (Thermo Fischer Scientific) using an EasySpray source at a voltage of 2.0 kV. Acquisition of the MS/MS spectra (*m*/*z* 350–1600) was performed in the OrbiTrap. An inclusion list containing the *m*/*z* values corresponding to the monoisotopic form of the selected peptides was generated. The collision energy was set at 28% at 140,000 for 1,000,000 ions, with maximum filling times of 250 ms and an insulation width of 0.6. Data acquisition was performed using Xcalibur (version 4.2). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository [33] with the dataset identifier PXD038179.

The identification and quantification of peptides were performed on Skyline software (21.1.0.146). The relative amount of proteins was calculated using peptide peak areas extracted from retention time points for all fragment ions (if possible, the 3–5 most abundant ions were chosen for quantification for each peptide) and normalized against peptides of endogenous proteins whose abundance did not change in the samples. Normalized values were then used to calculate ratios between the two experimental groups (24-month/6-month), and values of technical replicates were used for data visualization.

### 2.10. Immunoblotting

The proteins were resuspended in 1× Laemmli (62.5 mM Tris pH 6.8, 25% *v*/*v* glycerol, 2% *m*/*v* SDS, 0.01% *m*/*v* bromophenol blue, 10% *v*/*v* 1M DDT) and then boiled for 5 min at 95 °C; 20 μg of each sample were then analyzed on 10% SDS-PAGE gel in 1× running buffer at 100 V for around 90 min. Proteins were transferred to a nitrocellulose membrane (Whatman) with 1× Tris-glycine buffer at 100 V for 1 h. The membranes were blocked with 5% *m*/*v* powdered milk dissolved in 1× PBS—0.1% Tween for 30 min and then washed 3 times for 5 min in 1× PBS—0.1% Tween with agitation at room temperature. Membranes were incubated overnight at 4 °C with a primary antibody. The next day, membranes were washed 3 times for 5 min in 1× PBS–Tween at room temperature and incubated for 1 h at room temperature with the horseradish peroxidase (HRP)-conjugated secondary antibody. After this incubation, the membranes were washed again 3 times for 5 min with 1× PBS—0.1% Tween. Results were visualized on an iBright machine (Thermo Fisher Scientific). The intensity of the GAP43 signal was quantified using iBright analysis software and normalized to that of the actin signal. The antibodies used for immunoblotting are listed in Table 1.

### 2.11. Immunofluorescence

Brain slides were first incubated for 20 min in Citrisolv (1×) for deparaffinization. For rehydration, brain slides were washed two times with EtOH 100% for 3 min and then sequentially washed with EtOH 95%, EtOH 80% and water for 1 min. Slides were then incubated into boiling sodium citrate (temperature around 95 °C) for 20 min and then cooled in the same solution for 20 min without heat. Slides were then washed 2 times with PBS 1x. For permeabilization and blocking, slides were incubated with a blocking solution (PBS 1× + 0,1% Triton + 4% BSA) at room temperature for 2 h minimum in a closed, humidified chamber. The primary antibody was then added to the brain sections and incubated overnight at room temperature. The next day, slides were washed 3 times for 10 min with PBS 1×, and a fresh secondary antibody solution (dilution 1:1000) was added for 45 min in the dark at room temperature. Slides were then washed 3 times with PBS 1× for 10 min each. A drop of ProLong Glass Antifade Mountant (DAPI, Thermo Fisher Scientific) was finally added to the center-left of the tissue with a coverslip on top. All brain slides were analyzed on the Axioscope 5/7/Vario system (Zeiss, Oberkochen, Germany) with the same acquisition settings. The acquisition and analysis of images were blind for the age group. The antibodies used for immunofluorescence are listed in Table 2.

## 3. Results

### 3.1. Cortical Thickness Increases during Aging

Throughout this study, two age groups of C57BL/6J mice were used to investigate cerebral cortex aging: young adults and old adults. Aging studies typically used 3-month-old and 18-month-old mice to respectively represent the two populations; however, important morphological modifications occur up to 4 months of age, such as myelination [38,39]. To ensure that molecular differences with older mice do not arise from developmental and physiochemical changes related to the developmental stages, we used 6-month-old mice to represent the age group of young adults. In the same way, 18 months of age in mice (equivalent to 55 years in humans) do not represent the older stages of life. Hence, we used 24-month-old mice (equivalent to 75 years in humans) for the age group of old adults because biomarkers of old age are prominently detected in animals of that age [40].

We first investigate the anatomical changes in the brain in young adult (6-month-old) and old adult (24-month-old) mice (n = 6 per age group; three males and three females). We first measured the cortical thickness on brain slides stained with hematoxylin and eosin (Supplemental Figure S1A). Since the cortical thickness varies in a coronal brain cross-section, the top layer being thicker than the side one, we measured the thickness of the “top” region (in blue in Figure 1A) and the “bottom” region (orange in Figure 1A), with measurements made in several locations, as indicated in Figure 1A (respectively 4 and 5 measurements for the top and bottom regions). We observed that the top cortical layer, corresponding to the anterior cingulate, motor and primary somatosensory areas of the cortex, was significantly thicker in 24-month-old brains (1.41 ± 0.25 mm) compared to 6-month-old brains (1.19 ± 0.18 mm), while we did not find any significant difference for the bottom region (0.75 ± 0.23 mm vs. 0.65 ± 0.24 mm) (Figure 1B). We also measured the total surface area of the cortical layer and showed that the overall cortex area was not significantly different between the young and old adult groups (respectively 9.37 ± 0.94 mm^2^ vs. 10.28 ± 1.09 mm^2^) (Supplemental Figure S1B). We observed a significant age-dependent increase in the body weight for females (22.87 ± 1.37 g vs. 26.73 ± 3.24 g) but not for the males (34.65 ± 3.73 g vs. 33.9 ± 4.44 g) (Supplemental Figure S1C). However, we showed that males and females exhibited the same wet brain weight throughout their lifespans (489 ± 13 mg at 6 months of age vs. 490 ± 19 mg at 24 months of age) (Figure 1C). It indicated that the increase in cortical thickness was not associated with an age-related change in wet brain weight. 

### 3.2. Aging Mainly Triggers Activation of Gene Expression in the Cortex

We next investigated changes in mRNA expression in the aging cortex. 

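The cerebral cortex of 3 male mice of 6 months of age (mice 10, 11 and 17) and 3 male mice of 24 months of age (mice 2, 4 and 5) was sequenced. Libraries were prepared with a low-input kit from 10 ng of total RNA. The authors mapped the reads to the mouse genome (GRCm38) with STAR and counted those lying on the exons of each gene with featureCounts, and they deposited 1 count and 1 TPM value per gene and mouse for 55421 genes. The stated counting options split a read with several positions among them, but all deposited counts were whole numbers. The counts summed to 33493082, 36494240 and 34821220 in the 6-month mice 10, 11 and 17, and to 29495379, 32350231 and 32813159 in the 24-month mice 2, 4 and 5. Although their totals were lower, the 24-month libraries had at least 1 count on 40208 to 43561 genes, against 33974 to 35651 genes in the 6-month libraries. Counts were scaled with edgeR's TMM method, whose factors ranged from 0.921 to 0.946 at 6 months and from 1.04 to 1.10 at 24 months. Genes with at least 10 counts over the 6 libraries were tested with edgeR's quasi-likelihood test, and p-values were adjusted over genes by the Benjamini-Hochberg method. Log2 fold changes are given for 24 against 6 months. With TMM scaling the median log2 fold change was 0.15 over all genes tested and -0.14 over the 15761 genes above 1 CPM, whereas scaling by the library totals alone moved these medians to 0.34 and 0.05, so small changes of expressed genes depend on the scaling. Gene positions are those of the GENCODE vM21 annotation of GRCm38, in which 55240 of the deposited gene identifiers were found.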

We microdissected the cerebral cortex of 6- and 24-month-old male mice (n = 3 for each age group), extracted total RNAs from the tissue and then performed a transcriptomic analysis (Supplemental Table S1). First, the principal component analysis (PCA) showed that the global gene expression patterns of 6-month-old cortices were very similar (Figure 2A). The global gene expression pattern of 24-month-old cortices was distinct from that of 6-month-old cortices, as suggested by the average position of the samples (cross) on the *x*-axis, which represents the first principal component responsible for 80% of the variance (Figure 2A). 

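On log2 CPM of the genes tested, the first principal component held 53.2% of the variance and the second 13.2%. The 6-month mice lay at -73.0, -55.2 and -49.5 on the first component, and the 24-month mice 2, 4 and 5 at 92.3, 65.6 and 19.8. The ages did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The share of the first component depended on the genes entered. It rose to 74.8% over the 500 genes of largest variance and fell to 36.7% on log2(TPM + 1) of genes with a mean TPM of at least 1.

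**Figure D1:**
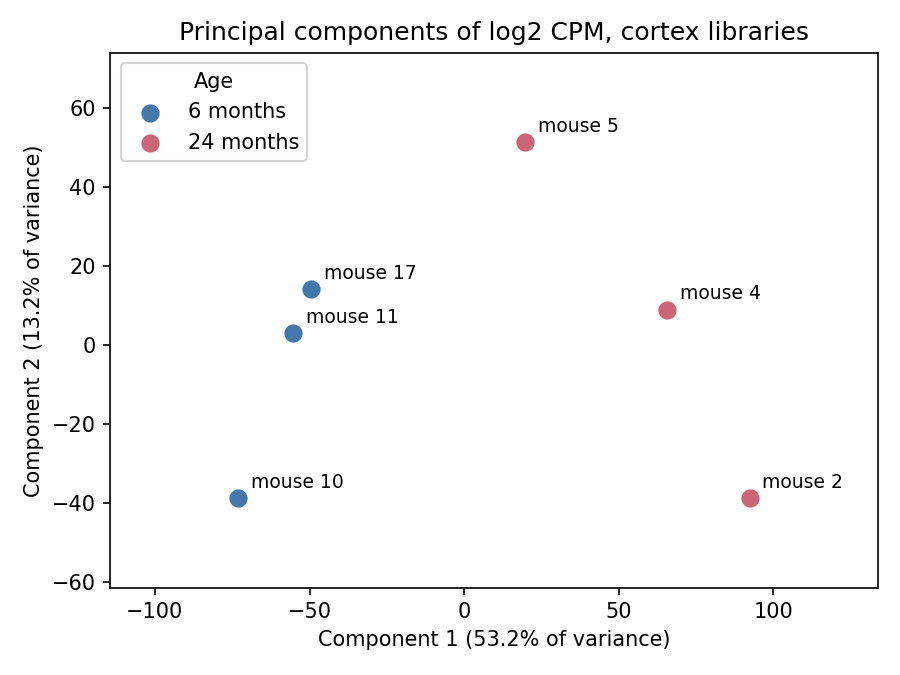
Scores of the 6 cortex libraries on the first 2 principal components of log2 CPM, with the share of variance on each axis; each point is 1 mouse, coloured by age. The 6-month mice lie below 0 on component 1 and the 24-month mice above 0, with mouse 5 at 19.8 nearest to the 6-month mice.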

We also noted that the gene expression within the 24-month-old group was more variable, as suggested by the position of each sample regarding the second principal component, which was only responsible for 5% of the total variance. Together, these results indicated that 6- and 24-month-old cortices exhibited a distinct global gene expression signature.

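The mean distance between mice of the same age on log2 CPM was 111.1 at 24 months (range 101.2 to 125.6 over 3 pairs) and 104.8 at 6 months (range 100.6 to 109.5), a ratio of 1.06. The ranges overlapped, so a larger spread at 24 months was not resolved with 3 mice per age. The ratio was 0.95 with edgeR's filterByExpr in place of the count minimum, and 0.97 without the 24-month mouse 5. It was 1.20 without the 24-month mouse 4, 1.11 with library totals in place of TMM factors and 1.10 without the 6-month mouse 10. On the second component the 6-month mice ran from -38.8 to 14.1 and the 24-month mice from -38.8 to 51.5.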

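Mice of different ages were on average 148.3 apart on the same log2 CPM scale, with a range of 122.0 to 178.7 over the pairs. The smallest of these distances was below the largest distance between 24-month mice. In single genes, 6590 of 32905 had all 3 mice of 24 months above all 3 mice of 6 months and 5348 had them all below. Together they were 36.3% of the genes, where 10% would be the average if age made no difference. Genes are not independent, so this share is not a test. Both counts are for TMM scaling only and may differ under another scaling.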

We next analyzed each individual gene and their differential expression between 6 and 24 months of age and represented them in a volcano plot (Figure 2B). 

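No gene (0 of 32905 tested) passed an FDR of 1% in edgeR's quasi-likelihood test, in which the smallest adjusted p was 0.0210. At an unadjusted p under 0.05 there were 10097 genes, and 6040 passed an FDR of 10%. With 1 mouse left out, the number at 10% FDR was 0 without the 6-month mouse 10 or the 24-month mouse 4, and at most 7998, without the 24-month mouse 5. The number called also differed between tests. The likelihood ratio test of edgeR, which does not carry the uncertainty of each gene's dispersion, called 1703 genes at 1% FDR, the exact test 1122 and the Wald test of DESeq2 227. The likelihood ratio count lay between 432 without the 6-month mouse 10 and 3025 without the 24-month mouse 5. On simulated counts for 31739 genes with 200 genes changed, the quasi-likelihood test called 89 genes at 1% FDR, of which 84 were changed. The likelihood ratio test called 123, of which 107 were changed. The simulated counts carried no differences between mice shared over genes.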

Our analysis showed that 1586 genes are differentially expressed, with a false discovery rate (FDR) at 1% and a p-value inferior to 10^−3^. 

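Among the genes with an unadjusted p under 0.05 in the quasi-likelihood test, 5780 were higher at 24 months (57.2%) and 4317 were lower. With library totals in place of TMM factors, 8349 were higher (89.9%) and 937 lower. The median log2 fold change was 1.95 for the higher genes and -0.36 for the lower genes. Of the higher genes, 2989 had at most 3 counts in every 6-month mouse, and with their folds computed against 3 counts the median of the higher genes was 1.08. Of the 1703 genes called by the likelihood ratio test at 1% FDR, 1451 were higher and 252 were lower. With each mouse left out in turn, its higher genes numbered 380 (without the 6-month mouse 10) to 2431 (without the 24-month mouse 5). Its lower genes numbered 22 (without the 6-month mouse 11) to 594 (without the 24-month mouse 5). The Wald test of DESeq2 called 112 higher and 115 lower at 1% FDR.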

Among those differentially expressed genes (DEGs), the majority were up-regulated during aging, sometimes up to 7 times, while few DEGs were down-regulated with a minor reduction of their expression (Figure 2B). We next selected DEGs with a stringent FDR of 0.1%. The expression pattern of these genes at 6 and 24 months is represented in a heatmap (Figure 2C). With these parameters, we show that 427 genes were differentially expressed in the cortex between 6 and 24 months of age. 

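At an FDR of 0.1%, the quasi-likelihood test called 0 genes and the likelihood ratio test 364. All 427 genes of the paper's Supplemental Table S2 were among the genes tested. Each had a fold change in the direction of the paper's list and an unadjusted p under 0.05 in the quasi-likelihood test, but 0 passed 1% FDR after Benjamini-Hochberg adjustment. The likelihood ratio test called 420 of them at 1% FDR and 325 at 0.1% FDR.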

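At 0.1% FDR, the likelihood ratio test called 327 genes higher and 37 lower at 24 months, the exact test 232 higher and 35 lower, and DESeq2's Wald test 43 higher and 29 lower. In the paper's Supplemental Table S2, the genes listed as higher had a median log2 fold change of 2.47. Of these genes, 160 had at most 3 counts in each 6-month mouse, and with folds against 3 counts for them the median was 1.99. The genes listed as lower had a median of -0.79.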

As shown in Figure 2B, the majority of these DEGs were up-regulated (n = 400), while only 27 genes were down-regulated (Figure 2C; Supplemental Table S2). 

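The positions of genes were tested in windows of 6 Mb moved by 3 Mb, each holding at least 5 tested genes, with a one-sided hypergeometric test against all genes tested, Benjamini-Hochberg adjustment at 1% and merging of windows that overlap or touch. As the quasi-likelihood test called no gene at 0.1% FDR, it gave 0 clusters. The genes called higher by the likelihood ratio test gave 7 clusters and those of the exact test 4. With the higher genes of the paper's Supplemental Table S2 as the list, 11 clusters on 7 chromosomes were found over 883 windows. They lay on chromosomes 2, 5, 6, 7, 9, 17 and 19. A planted cluster of 20 genes was recovered on simulated lists, and 20 random lists of 200 genes gave 0 clusters.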

Interestingly, we found that genes whose expression was up-regulated during aging were significantly overrepresented in a 6 Mb window of several chromosomes (chromosomes 2, 5, 9, 10, 17, 19) compared to the density of genes in the background (Supplemental Figure S2A). We thus identified eight clusters of genes that were statistically enriched in specific regions of chromosomes. 

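The smallest adjusted p among the clusters of the Supplemental Table S2 genes was that of chromosome 9 from 1 to 9000000 (GRCm38), where 11 of 51 tested genes were in the list (adjusted p = 1.41e-10). The cluster on chromosome 17 from 15000001 to 24000000 held 15 of 176 (smallest adjusted p of its windows 3.75e-08), of which 13 were sensory receptor genes. On chromosome 2 from 84000001 to 93000000, all 16 listed genes were sensory receptor genes. With sensory receptor genes left out of the list and the background, 3 clusters were left, on chromosomes 5 and 9.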

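The same windows gave 0 clusters for the genes listed as lower in the paper's Supplemental Table S2, of which there are 27, and 0 clusters for the 252 genes called lower at 1% FDR by the likelihood ratio test.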

We did not observe a similar distribution for the down-regulated genes (Supplemental Figure S2B). 

We finally performed a gene ontology (GO) analysis to identify which specific pathways or functions those genes were involved in. 

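Genes of the sensory receptor families (Olfr, Vmn1r, Vmn2r, Tas1r, Tas2r and Taar) made up 1348 of the genes tested (4.10%). Of these, 1333 had a higher fitted value at 24 months, with a median log2 fold change of 1.81. The median was 1.99 with library totals in place of TMM factors, and 1.24 with folds against 3 counts for the 733 genes at or under 3 counts in every mouse of 1 age. None passed 0.1% FDR in the quasi-likelihood test, and 928 had an unadjusted p under 0.05 and a higher value. Sensory receptor genes were 107 of the 327 genes called higher by the likelihood ratio test at 0.1% FDR (two-sided Fisher's exact test, odds ratio 12.3, p = 3.3e-66) and 135 of the higher genes of the paper's Supplemental Table S2 (odds ratio 13.1, p = 1.41e-85). They were 3 of the 43 genes called higher by DESeq2 (two-sided Fisher's exact test, odds ratio 2.03, p = 0.197, over the 27160 genes to which it gave an adjusted p, 967 of them sensory receptor genes). Genes are not independent samples, and these p-values describe the lists. The level was low at both ages, with 0.0221 ± 0.00159 CPM per exonic kb at 6 months and 0.0752 ± 0.0195 at 24 months (SD, n = 3 mice each). Each 24-month mouse lay above each 6-month mouse. Over the same libraries, 2694 other autosomal genes selected as silent at 6 months also rose, by 4.08-fold.

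**Figure D2:**
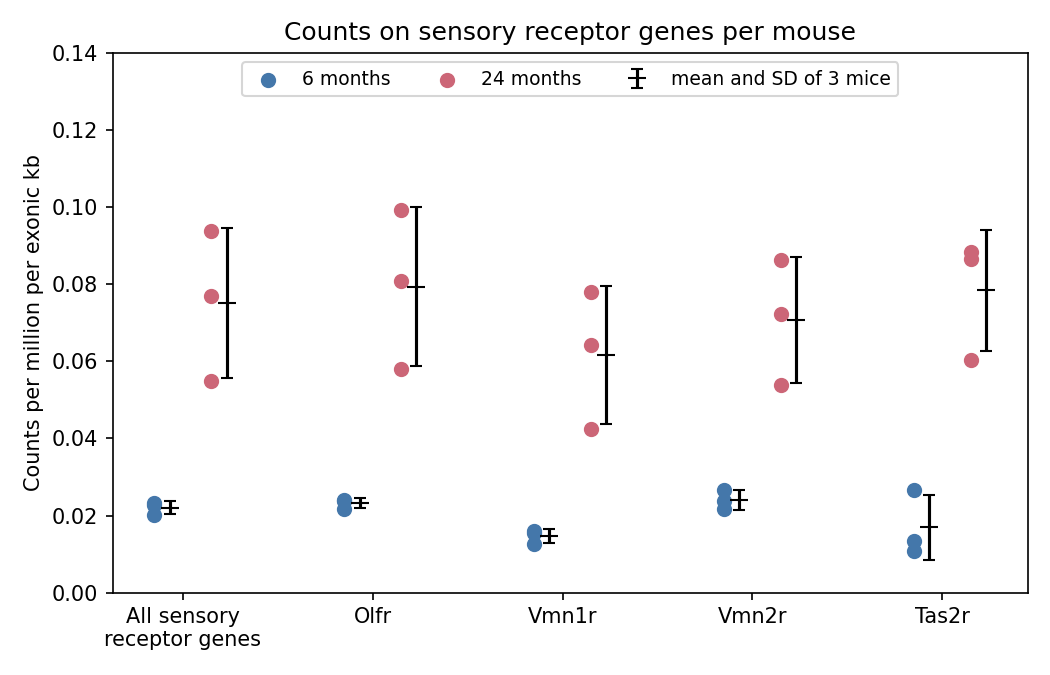
CPM per exonic kb on sensory receptor genes and 4 of their families; points are mice, and black bars are the mean and SD of 3 mice. For all families together the 24-month mice lie between 0.0550 and 0.0938 and the 6-month mice between 0.0203 and 0.0233.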

Using ShinyGO, a tool for in-depth analysis of gene sets [41], we showed that up-regulated genes (n = 400) were mainly involved in the biological process of sensory perception, while the 27 down-regulated genes were mostly involved in neuron-associated functions such as neuron development and differentiation or metal ion transport (Figure 2D–E). Gene-set enrichment analyses with the BioPlanet database, which catalogs 1658 pathways with their healthy- and disease-state annotations, also revealed multiple pathways enriched for the up- and down-regulated genes. We found that genes whose expression was increased in the cortex during aging were mainly involved in the cell surface interaction or adhesion of multiple immune cells (i.e., granulocytes, monocytes) (Figure 2F). 

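Cd244a, Cd207, Ccr4, Lilrb4a, Lilrb4b, Ccl8 and Cxcl13 were all fitted higher at 24 months, on few counts. Ccl8 (ENSMUSG00000009185.2, chromosome 11 from 82115185 to 82116799, GRCm38) had 3, 5 and 8 counts in the 6-month mice and 234, 69 and 5 in the 24-month mice 2, 4 and 5. Its log2 fold change was 4.22 (standard error 1.11, adjusted p = 0.0611 in edgeR's quasi-likelihood test), and it ranged from 2.70 to 4.79 with each mouse left out in turn. Cxcl13 (ENSMUSG00000023078.6, chromosome 5 from 95956951 to 95961068) had 2, 0 and 2 counts at 6 months and 27, 23 and 4 at 24 months. Its 24-month mean was 6.26-fold above a floor of 3 counts at 6 months. In Cd244a (ENSMUSG00000004709.14, chromosome 1 from 171559193 to 171609746) the counts were 1, 3 and 2 against 17, 16 and 12, which was 5.19-fold above that floor. Cd207 was 2.77-fold and Ccr4 3.69-fold above the same floor. Lilrb4a and Lilrb4b are neighbouring paralogs on chromosome 10. How reads shared between them were counted is not known, because the deposited counts are whole although the stated options split such reads. For Lilrb4a and Lilrb4b the log2 fold changes were 0.86 (adjusted p = 0.252, quasi-likelihood test) and 1.68 (adjusted p = 0.0618, same test). Over all genes tested, 0 of the genes named here passed 1% FDR. Adjusted over the list alone, each of them apart from Lilrb4a did, which is not independent evidence because the genes were chosen on these libraries. Each apart from Lilrb4a was called at 1% FDR by the likelihood ratio test, but 0 of them by the Wald test of DESeq2, in which the smallest adjusted p was 0.0165, for Cxcl13. After a background estimated from silent genes was subtracted, Cxcl13, Ccr4 and Lilrb4b were no longer called by the likelihood ratio test.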

Many up-regulated genes encode proteins implicated in the immune response, such as cell adhesion molecules (Cd244a, Cd19), receptors (Cd207, Ccr4, Lilbr4) or inflammatory chemokines (Ccl8, Cxcl13). 

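All 27 genes listed as lower in the paper's Supplemental Table S2 had a lower fitted value at 24 months, with log2 fold changes between -2.93 and -0.29. None was at or under 3 counts at either age. The likelihood ratio test called 20 of them at 1% FDR and DESeq2's Wald test 19.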

A similar analysis for the down-regulated genes revealed that they were mostly involved in the BDNF signaling pathway, transmission across synapses or glutamate receptor trafficking, all pathways mainly linked to neuron functions (Figure 2G). Together, these results show that in the cortex, aging mainly triggers the expression of genes related to sensory perception and immune response.

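The likelihood ratio test called 352 sensory receptor genes higher at 1% FDR. After a background in proportion to exonic length was taken from each library, 38 of them were called. When 1 equal density was taken from all libraries in its place, 296 of them were called. Calls of lower genes, which a rising background would not give, fell as well, from 252 to 31 of them with the subtraction by library and to 93 with the equal density. When the subtraction by library kept the scaling factors of the unsubtracted counts, 131 of the lower genes and 30 of the sensory receptor genes were called. These subtractions were chosen after the data were examined. From the ontology and pathway terms of its higher genes, the paper concludes that aging triggers mainly genes of sensory perception and immune response in the cortex.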

### 3.3. Increased mRNA Expression Correlates with Higher Levels of Proteins

To validate our transcriptomic results, we then performed quantitative PCR (qPCR) on more cortex samples (n = 8 per age group, four males and four females). Among the 1586 DEGs with a 1% FDR (Figure 2B; Supplemental Table S1), we selected candidates with an overall good mRNA expression and/or with biological relevance to the functions of interest, e.g., immune response. 

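In the RNA-seq libraries, Klf10, Gadd45a, Kcng1 and Cyp26b1 were lower in all 3 mice of 24 months than in all 3 of 6 months. Klf10 (ENSMUSG00000037465.10, chromosome 15 from 38291463 to 38300706, GRCm38) fell from 269.1 ± 25.6 to 105.0 ± 41.3 CPM (SD, n = 3 mice), a log2 fold change of -1.36 (standard error 0.22, adjusted p = 0.0518 in edgeR's quasi-likelihood test). Gadd45a (ENSMUSG00000036390.8, chromosome 6 from 67035096 to 67037457) fell from 14.2 ± 2.33 to 5.86 ± 0.409 CPM (SD, n = 3), a log2 fold change of -1.28 (standard error 0.15, adjusted p = 0.0312 in the same test). The log2 fold change was -1.07 for Kcng1 and -1.72 for Cyp26b1 (adjusted p = 0.0518 for each, same test). Egr2 had counts of 1901, 2726 and 813 at 6 months and of 2891, 158 and 158 in the 24-month mice 2, 4 and 5. Its log2 fold change of -0.75 (standard error 0.95) was within the spread between mice, and it ranged from -3.57 to -0.22 with each mouse left out in turn. Among the higher genes, Serpinb9b (ENSMUSG00000021403.3, chromosome 13 from 33027416 to 33041884) had 2, 1 and 4 counts at 6 months and 22, 19 and 13 at 24 months, a log2 fold change of 2.84 (standard error 0.51). Bc1, a single-exon gene on chromosome 7 from 144914470 to 144914637, had 658, 1929 and 370 counts at 6 months and 2085, 1650 and 2742 at 24 months, a log2 fold change of 1.12 (standard error 0.46, adjusted p = 0.134, quasi-likelihood test). Over all genes tested 0 of these genes passed 1% FDR, and adjusted over the list alone 4 of the 5 lower genes and 4 of the 6 higher ones did, Lilrb4a and Lilrb4b being counted as 2 genes. The lists were chosen on these libraries, so the latter count is not independent evidence. At 1% FDR, 8 of the genes were called by the likelihood ratio test.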

We picked five down-regulated genes (*Klf10*, *GADD45a*, *KCNG1*, *Cyp26b1*, *Egr2*) and five up-regulated genes (*CXCL13*, *BC1*, *Serpinb9b, Lilrb4* and *Ccl8*). Our qPCR results confirmed the differential expression of all genes in the aging cortex with, for instance, the expression of Cyp26b1 decreased by 57% (1.00 ± 0.35 at 6 months vs. 0.43 ± 0.26 at 24 months) or the expression of Lilrb4 increased by 155% (1.00 ± 0.40 at 6 months vs. 2.25 ± 0.90 at 24 months) (Figure 3A). Even though higher levels of mRNA have more chances to produce more proteins, age-dependent regulatory mechanisms can modulate the level of protein expression. We then investigated whether changes in the mRNA level correlated with those of proteins. We first performed mass spectrometry (MS) analysis on the cortex samples of 6- and 24-month-old male mice (n = 2 for each age group) using a bottom-up MS technique, also known as “shotgun” in the Data-Dependent-Acquisition (DDA) mode. To compare more precisely the mRNA and protein levels, we used proteins extracted from the exact same cortex samples employed for the transcriptomic study. For 6- and 24-month-old cortices, we respectively extracted 101.9 ± 23.5 μg of proteins per mg of tissue and 119 ± 30.9 μg of proteins per mg of tissue (Supplemental Figure S3A), suggesting that the total protein quantity remains quite stable in the aging cortex. Before the initial filtering steps (i.e., removal of contaminants and reverse sequences, maintenance of proteins with at least two unique peptides in all replicates), we identified a total of 2471 proteins in both young and old adult cortices (Supplemental Table S3). 

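The full protein list of the paper's Supplemental Table S3 was not used here, because the copy at hand is shortened. In the 739 proteins of Supplemental Table S4, which passed the paper's filters, 8 genes of Supplemental Table S2 had a protein. These were Gpm6a, Gria2, Hspa5, Hspa8, Nsf, Rtn1, Syn1 and Ywhah.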

We overlapped DEGs identified by RNA-seq (n = 427) with the list of proteins identified by DDA MS, but unfortunately, few DEGs (n = 13) were detected at the protein level by MS (Supplemental Figure S3B). 

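Genes were ranked by mean TPM over the 6 libraries among 55421 genes, with rank 1 the highest. The 734 genes with a protein in Supplemental Table S4 that matched a gene in the files had a median rank of 1380.5, and 630 of them were among the first 5000. The higher genes of the paper's Supplemental Table S2 had a median rank of 34296, and 347 of them ranked below 20000. Ranked by mean CPM, which does not divide by gene length, their median was 19906. The lower genes had a median rank of 1140, and 12 of the 27 were among the first 1000.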

We showed that proteins detected by MS mainly originated from the most expressed transcripts (Supplemental Figure S3C) and that transcripts found differentially expressed in the aging cortex are not among the most expressed in general (Supplemental Figure S3D; Supplemental Table S2). Among these 13 DEGs detected by MS, the majority (10/13) were down-regulated during aging and involved in neuronal functions, as shown in Figure 2E. 

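All 8 genes of Supplemental Table S2 with a protein in Supplemental Table S4 had a lower mRNA level at 24 months. The largest fall was that of Hspa5, with a log2 fold change of -0.72 (adjusted p = 0.0312 in edgeR's quasi-likelihood test), and the smallest that of Ywhah, at -0.41. Their expression ranks ran from 24 for Gpm6a to 642 for Gria2.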

We previously showed that genes up-regulated in the aging cortex were mainly coding for proteins implicated in the immune response (Figure 2F), and since the immune cell population is in the minority in the cerebral cortex, it might, hence, be difficult to detect these proteins by DDA MS, as further discussed. To override this technical limitation and confirm that an increase in mRNA expression leads to more protein expression in the aging cortex, we next performed immunofluorescence on 6- and 24-month-old brain slides. Among our candidate genes, the *Ccl8* gene was selected because its mRNA expression fold change was one of the highest (Figure 3A), and Ccl8 antibodies were commercially available and already tested. Ccl8 immunofluorescence on coronal cuts of 6-month-old brains showed cytoplasmic staining for cells mainly located in the motor area (MO) of the cortex (Figure 3B,C; top panel). Interestingly, the anterior cingulate area (ACA) of the cortex did not exhibit any significant Ccl8 immunostaining at 6 months of age, but cells in this specific cortex area displayed a strong increase in Ccl8 signals at 24 months of age (Figure 3C,D). We did not observe any significant increase in Ccl8 signals in the motor area of the cortex during aging (Figure 3C). Together, these results show that in the aged cortex, increased Ccl8 mRNA expression correlates with a higher level of proteins, specifically in the ACA.

### 3.4. A Subset of Genes Depends on Translation Regulation in the Aging Cortex

With the results of DDA MS on 6- and 24-month-old cortices, we next investigated whether some genes exhibited differential abundance in protein levels during aging. The distribution of proteins showing significant differential enrichment in the aging cortex was represented by a volcano plot and a heatmap (Figure 4A–B). The volcano plot displayed an extreme distribution for some proteins that were originally not identified in one age group (Figure 4A; Supplemental Table S4). We identified 164 proteins enriched in the old adult cortex and 42 proteins specifically enriched in the young adult cortex (Figure 4A; Supplemental Table S5). Using ShinyGO, we showed that proteins up-regulated in the aging cortex were mainly involved in multiple catabolic and metabolic processes (including the proteasome complex), fatty acid beta-oxidation, organelle organization or mRNA nonsense-mediated decay (Figure 4C). Interestingly, we found significant enrichment for members of the PSMD and PSMC families (PSMD3, PSMD5, PSMD6, PSMD11, PSMD13, PSMC1, PSMC4, PSMC5), both encoding proteasome 26S subunits involved in the degradation of damaged, misfolded, abnormal and foreign proteins [42,43] (Supplemental Table S5). A similar analysis for proteins down-regulated during aging revealed that they were mostly involved in translation, mitochondrial membrane organization or ribosome assembly (Figure 4D). For instance, we found significant enrichment for ribosomal proteins (RPL18, RPL19, RPL23a, RPL38, RPL7a, RPL8, RPL9, RPS10, RPS26) (Supplemental Table S5). We next examined whether genes encoding proteins with significant differential enrichment during aging exhibited changes in mRNA expression. 

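Of the proteins of Supplemental Table S4 that the paper sets apart as higher at 24 months, 163 matched a gene tested, and of those set apart as lower, 42 did. All 206 proteins set apart had the column's minimum value in both samples of 1 age. The paper imputed a low fixed value for proteins missing from a whole age, so the sizes of these differences are not measured. None of either set passed 1% FDR at the mRNA level in edgeR's quasi-likelihood test, and 74 and 16 had an unadjusted p under 0.05. By the likelihood ratio test, 2 and 1 were called. The median mRNA log2 fold change was -0.22 for the genes of the higher proteins and -0.17 for the genes of the lower proteins, so both sets moved the same way. Relative to genes of like expression, the medians were 0.01 and -0.01. With library totals in place of TMM factors the medians were -0.03 and 0.02, the latter with the opposite sign. In a set test with a preset correlation (limma's camera) both were below the other genes tested, of any expression level (adjusted p = 1.33e-13 and 2.12e-05). The fry test asks whether a set changed and does not compare it with other genes. Under fry both sets were lower at 24 months (adjusted p = 0.000696 and 0.000344). With the correlation estimated, camera gave an adjusted p of 0.0389 for each. With filterByExpr the adjusted p-values were 4.91e-05 and 0.0619 with the preset correlation, 0.29 and 0.428 with an estimated one, and 0.0512 and 0.322 under fry. No gene of the higher proteins changed by more than 1 on the log2 scale, and 1 gene of the lower proteins did. The 8 proteasome genes Psmd3, Psmd5, Psmd6, Psmd11, Psmd13, Psmc1, Psmc4 and Psmc5 had log2 fold changes between -0.33 and -0.02. The 9 ribosomal genes Rpl18, Rpl19, Rpl23a, Rpl38, Rpl7a, Rpl8, Rpl9, Rps10 and Rps26 lay between -0.26 and 0.02. The neuroplasticity genes Camk2d, Cacnb3, Dlgap1, Dpysl5 and Gap43 lay between -0.61 and -0.18. Gap43 (ENSMUSG00000047261.9, chromosome 16 from 42248442 to 42340651, GRCm38) had 494.4 ± 22.7 CPM at 6 months and 392.6 ± 101.6 at 24 months (SD, n = 3 mice), a log2 fold change of -0.33 (standard error 0.17, adjusted p = 0.202 in the quasi-likelihood test). It was -0.13 without the 24-month mouse 5.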

We showed that genes encoding differentially enriched proteins during aging had a stable mRNA expression in the cortex between 6 and 24 months of age (Figure 4E), suggesting that this subset of genes was the target of post-transcriptional mechanisms during aging.

To confirm our findings, we carried out a precise quantification of protein abundance using parallel reaction monitoring (PRM) MS (Supplemental Figure S3E). This technique requires us to select beforehand the protein and unique peptide(s) of interest to be targeted by MS. The technical limitations of the Q Exactive mass spectrometer allow the quantification of approximately 20 proteins with two quantotypic peptides per protein (i.e., unique peptides that reflect the stoichiometry of the protein). We selected 42 unique peptides from 22 different proteins, including two housekeeping proteins for normalization (Atp5b, Got 2) (Supplemental Table S6). For each sample, the same peptide solution used for the DDA method was re-injected into the mass spectrometer, with the list of the m/z values for these 42 peptides to allow their systematic detection (Supplemental Table S6). We analyzed the enrichment of each peptide in 6- and 24-month-old cortex samples compared to control peptides and have represented the results as a heatmap of the ratio of these peptides between each age group (Figure 4F). We confirmed with the PRM method that most selected peptides exhibited a change in intensity ratio, with some peptides showing a strong increase (Aldh2, Aldoc, Ctbp1, Mapk1, Psmd11, Tomm70a) and others a strong decrease (Apoa1, Apoe, App, Atp2b2, Cadm2, Cntn1, Ndufb10, Phf2, Prkcb, Prrt2) (Figure 4F). Another way to represent the results is to graph the area relative to the internal standard. When represented by a graph rather than a heatmap, we were able to confirm a decrease in Apoe, Atp2b2, Apoa1, and Prrt2 peptides and an increase in the Syn2 peptide (Figure 4G). Together, our findings show that, in the aging cortex, a subset of genes is regulated at the post-transcriptional level and that the mRNA dynamic is not reflected in the protein levels.

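The mRNA of the proteins quantified by PRM gave 0 genes past 1% FDR in edgeR's quasi-likelihood test, with 3 of the 7 genes of the higher proteins and 5 of the 10 genes of the lower ones at an unadjusted p under 0.05. Tomm70a, whose protein was higher, fell from 224.0 ± 14.6 to 172.4 ± 20.9 CPM (SD, n = 3 mice), a log2 fold change of -0.38 (standard error 0.11, adjusted p = 0.0669, same test). Apoa1, whose protein was lower, had 8 counts in each 6-month mouse and 15, 20 and 18 at 24 months, a log2 fold change of 1.09 (standard error 0.32, adjusted p = 0.0709, same test). Cntn1 fell by 0.53 on the log2 scale, and Apoe changed by 0.02 (standard error 0.10). From stable mRNA beside changed protein levels, the paper concludes that a subset of genes is regulated after transcription.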

### 3.5. Aging Increases Protein Expression of Genes Associated with Neuroplasticity

Among the 165 proteins enriched in the old mouse cortex, we observed that many proteins also played a significant role in neurogenesis, axonal guidance, dendrite outgrowth and synapse formation, such as Camk2d, Cacnb3, Dlgap1, Dpysl5, Gabra1 or Gap-43 [44,45,46,47,48,49] (Supplemental Table S5). Evidence suggested that older brains had substantial plasticity, as illustrated by patients with stroke showing dramatic recovery with sustained therapy [50]. We next investigated the age-related changes in neuroplasticity, considering Gap-43 (growth associated protein 43) as a marker of brain-adaptive capabilities. Indeed, Gap-43 is expressed in axonal growth cones during development and regeneration [51]. We first examined Gap-43 expression by immunoblotting on 6- and 24-month-old cortex samples and observed that Gap-43 protein was indeed significantly increased during aging (1 ± 0.07 at 6 months vs. 2.17 ± 0.14 at 24 months) (Figure 5A; Supplemental Figure S4A; Table 1). We confirmed by qPCR that the mRNA expression level was stable between 6 and 24 months of age (1 ± 0.01 at 6 months vs. 0.96 ± 0.04 at 24 months) (Figure 5B). We finally performed immunofluorescence on 6- and 24-month-old brain tissue. Gap-43 immunostaining on coronal cuts of 6-month-old brains showed a good and specific signal in the motor and anterior cingulate cortices (Figure 5C, top panel; Supplemental Figure S4B). We observed a strong and significant increase of signal in the same brain areas at 24 months of age (4285 ± 944 AU at 6 months vs. 7181 ± 593 AU at 24 months) (Figure 5C, bottom panel). The results confirmed that Gap-43 expression increased at the protein level in the aging cortex, while its mRNA expression level remained stable, suggesting that post-transcriptional regulatory mechanisms are involved during aging.

## 4. Discussion

As we age, the volume of the brain reduces at the rate of around 5% per decade, starting at the age of 40 [52]. In middle-aged adults, wide-spread cortical thinning has been observed, reflecting significant global atrophy [53]. However, older age is associated with greater cortical thickness in the dorsolateral and anterior cingulate cortices [54]. Our findings support this observation as we have described an increase in cortical thickness between 6 and 24 months of age (Figure 1B). There is evidence to suggest that the relationship between age and cortical thickness is not a linear model, particularly for the anterior cingulate cortex (ACC). Indeed, ACC thickness is reduced until the age of 60 but is, thereafter, greater at older ages [55]. One hypothesis to explain the “reversal” of cortical thinning could be an increase in neuroplasticity [56,57]. When the brain is damaged, older adults can maintain cognitive and body functions by activating effective compensatory resources in response to this degradation [58]. Our results support this neuroplasticity as we observed in the aging cortex an enrichment of proteins playing an important role in neurogenesis, axonal guidance, dendrite outgrowth and synapse formation (e.g., Camk2d, Cacnb3, Dlgap1, Dpysl5, Gabra1, Gap-43) (Supplemental Table S5). We particularly showed that the expression of Gap-43, important for axonal growth cones and a marker of neuroplasticity [44,51], was higher in the aging cortex (Figure 5C). Interestingly, Gap-43 expression only increased at the protein level as its mRNA expression level remained stable in the aging cortex (Figure 5A,B), suggesting that this neuroplasticity could occur at the translational level rather than through transcriptional regulation. However, cortical thickness might not only be supported by neuroplasticity. Inflammation increases with age and could cause an age-dependent related thickness. Cortical thinning has been globally associated with level of systemic inflammation in older persons without dementia [59], but other studies have shown a positive relationship between inflammatory markers and cortical thickness, specifically for the ACC [54,55,60,61,62]. For instance, TNF-α, interleukine-8 and CCL2 correlate positively with ACC thickness [61]. Interestingly, we show that genes whose expression is increased at the RNA level in the cortex during aging are mainly involved in the immune response, including genes coding for inflammatory chemokines (Ccl8, Cxcl13) (Figure 2). We specifically showed that Ccl8 expression was significantly and specifically increased in the ACC during aging (Figure 3C,D). These results support that inflammation increases in the aging cortex and could potentially be implicated in the cortical thickening. It is important to note that this aging-dependent regulation occurs at the transcriptional level.

We performed RNA-seq and MS analyses on 6- and 24-month-old cortices. By decoupling mRNA and protein expression in the same cortex samples, we were able to identify distinct subsets of genes with different age-dependent regulations: i) genes regulated at the transcriptional level, with change in the mRNA level, and ii) genes regulated at a translational level, with stable mRNA expression during aging. Our RNA-seq analysis indicated that aging mainly triggers gene activation in the cortex, as 93% of the differentially expressed genes showed an increase in their mRNA level (Figure 2B,C). We also found that a significant number of these genes were related to sensory functions but also immune cell functions (Figure 2F). We were not able to confirm these transcriptomic changes at the proteomic level since only a minority of proteins encoded by DEGs were detected by MS (Supplemental Figure S3B,C). This matter was not due to post-mortem issues since the cortex samples were homogenized and equally fractionated at the same time for both transcriptomic and proteomic studies. In lieu, the immune cell population, being in the minority in the cerebral cortex, could logically explain the absence of the detection of these proteins by MS. We also showed that proteins detected by MS mainly originated from the most expressed transcripts, which did not include up-regulated genes related to the immune response (Supplemental Table S2; Supplemental Figure S3C–D). Moreover, transcriptomics and proteomics methods have very different levels of sensitivity and measurement, and it is still easier to detect mRNAs than their respective proteins. For instance, the GTEx Consortium performed a quantitative analysis of proteins from more than 12,000 genes across 32 normal human tissues [63]. They reported that many low-abundance transcripts were often under-detected at the protein level and that 16% of protein-coding genes with good RNA abundance (TPM > 32) were not detected at the protein level [63]. Immunostainings on brain slides were performed to override this limitation and confirm that genes up-regulated at the transcriptional level have, indeed, a higher level of proteins (Figure 3). It is interesting to note that genes whose expression was up-regulated during aging were statistically enriched in specific regions of chromosomes (Supplemental Figure S2A). This observation suggests that major epigenetic chromatin remodeling events occur in the cortex. It has been proposed that the loss of heterochromatin, which is characteristic of aging, can lead to changes in the genome architecture and, hence, increase the expression of genes residing in these regions [64]. It also might explain why we only identified 27 down-regulated genes in the aging cortex whose functions are mainly linked to neuron functions (Figure 2E,G). Together, our results support previously published transcriptomic data showing that functions affected in the human brain by the aging process were, for the up-regulated genes, the response to stress, glial cells and the immune response, and for the down-regulated genes, synapses, neurotransmission and the calcium signaling pathway [65,66,67].

Using MS, we also identified genes coding proteins that were differentially enriched in the aging cortex and exhibited stable mRNA levels during aging, suggesting that this specific subset of genes depends on aging-dependent translational regulation. We identified 208 proteins differentially enriched in the aging cortex (Figure 4A) and showed that 79% of these proteins (164/208) were involved in catabolic and metabolic processes such as the proteasome complex (Figure 4C). PSMD and PSMC proteins, which are proteasome 26S subunits involved in the degradation of misfolded and abnormal proteins [42,43], were specifically enriched in this subset (Supplemental Table S5). It has been reported that damaged and misfolded proteins tend to accumulate during the brain aging process and that the proteasome is responsible for the degradation of these proteins [68,69,70]. Age-related alterations in proteasome structure and activity contribute to brain aging by increasing the level of protein aggregation, potentially leading to the development of age-related neuropathologies such as Alzheimer’s disease with the aggregation of β-amyloid proteins. The enrichment of specific proteasome subunits in the aging cortex might modify proteasome biology, favor a decline of proteasome activity upon aging, and, hence, reduce protein degradation. We also showed that 21% of proteins (42/208) less enriched in the aging cortex, including ribosomal proteins, were mostly involved in translation and ribosome assembly (Figure 4D; Supplemental Table S5). During aging, the global translation rate decreases as the translation machinery becomes less efficient. This decrease is due to the deregulation of the stoichiometry of translation components that affect the abundance of ribosomes [10,11] and also the rate and accuracy of the translation [71,72]. Therefore, the age-dependent enrichment of ribosome components might affect protein homeostasis and promote a loss of proteostasis, one of the primary hallmarks of aging. Indeed, flawed translation has been described to lead to premature aging [73] and even to promote early symptoms of Alzheimer’s disease in aging mice [74].

By decoupling mRNA and protein expression, we have thus identified distinct subsets of genes that differentially adjust to cellular aging in the cerebral cortex. In the future, it will be important to determine for the first subset of genes the precise mechanisms of epigenetic and transcriptional regulation, and for the second subset of genes, the role of post-transcriptional, translational and degradation regulation in adjusting protein abundance. Single-cell methods, either at the RNA or protein level, have made significant advances over the last few years and could help to further discriminate which cell population (e.g., immune cells, glial cells or neurons) is targeted by these age-dependent mechanisms. As recently tackled [75], assessing the discordance between mRNA and protein abundance in neurodegenerative diseases may also reveal potential pathological protein drivers and foster new ways to investigate diseases that currently do not have any therapeutic options, such as Alzheimer’s disease. 

## Figures and Tables

**Figure 1:**
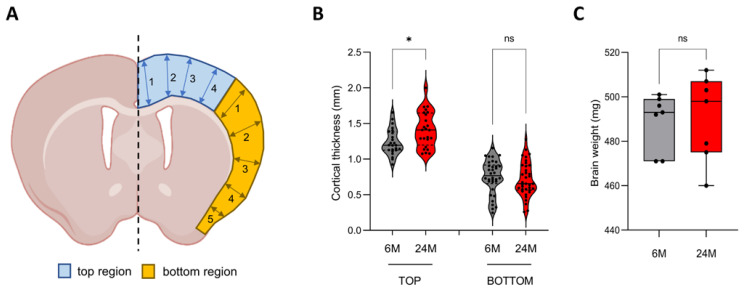
Anatomical characteristics of the aging brain. (**A**) Schematic depicting a coronal brain cut, with the two areas where cortical thickness was measured. The blue area represents the “top” of the cerebral cortex, comprising the anterior cingulate area, the motor area and the primary somatosensory area (limbs). The orange area represents the “bottom” of the cerebral cortex, with the supplemental somatosensory area (barrel and nose), the visceral area, the gustatory area and the piriform area. The thickness of the top and bottom areas was measured at different locations, as indicated by numbered arrows. (**B**) Coronal cuts of the whole brain of 6- and 24-month-old mice (respectively grey and red; n = 6 per age group; 3 males and 3 females) were stained with hematoxylin and eosin, and the thickness of the top and bottom areas was measured. (*) p < 0.0001 in one-way ANOVA; ns: not significant. (**C**) Graph representing the wet weight of the brain after dissection (n = 6 per age group; 3 males and 3 females). ns: not significant from unpaired t-test with equal means.

**Figure 2:**
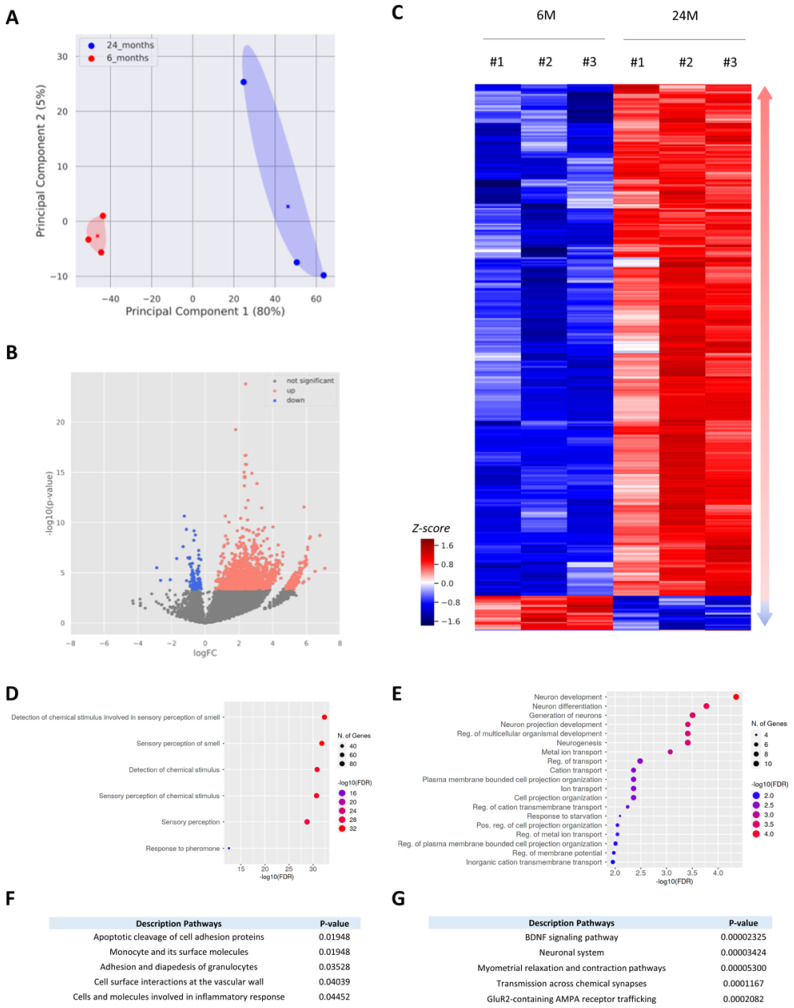
Age-related changes in the transcriptome signature of the cerebral cortex. (**A**) Principal component analysis (PCA, explaining 85% of the variance in total) for the gene expression of 6-month-old (red) and 24-month-old (blue) cortices (n = 3 per age group). The cross represents the centroid for each sample set. (**B**) Volcano plot of differentially expressed genes, mapping the 400 up-regulated genes (red) and 27 down-regulated genes (blue) at a 1% FDR. FC, fold change. (**C**) Hierarchical clustering of genes showing significant differential expression between 6- and 24-month-old cortices. Red and blue indicate relatively higher and lower expression, with genes independently scaled to a mean of zero. (**D**,**E**) Gene Ontology analysis of up-regulated (**D**) and down-regulated (**E**) genes using the ShinyGO tool (version 0.76.1). The pathway database used was the GO Biological Process. Parameters were set at a 0.05 FDR cut-off with no redundancy in GO terms. (**F**,**G**) Pathways enriched among up-regulated (**F**) and down-regulated (**G**) genes using the BioPlanet 2019 pathway database. Pathways are sorted by p-value ranking.

**Figure 3:**
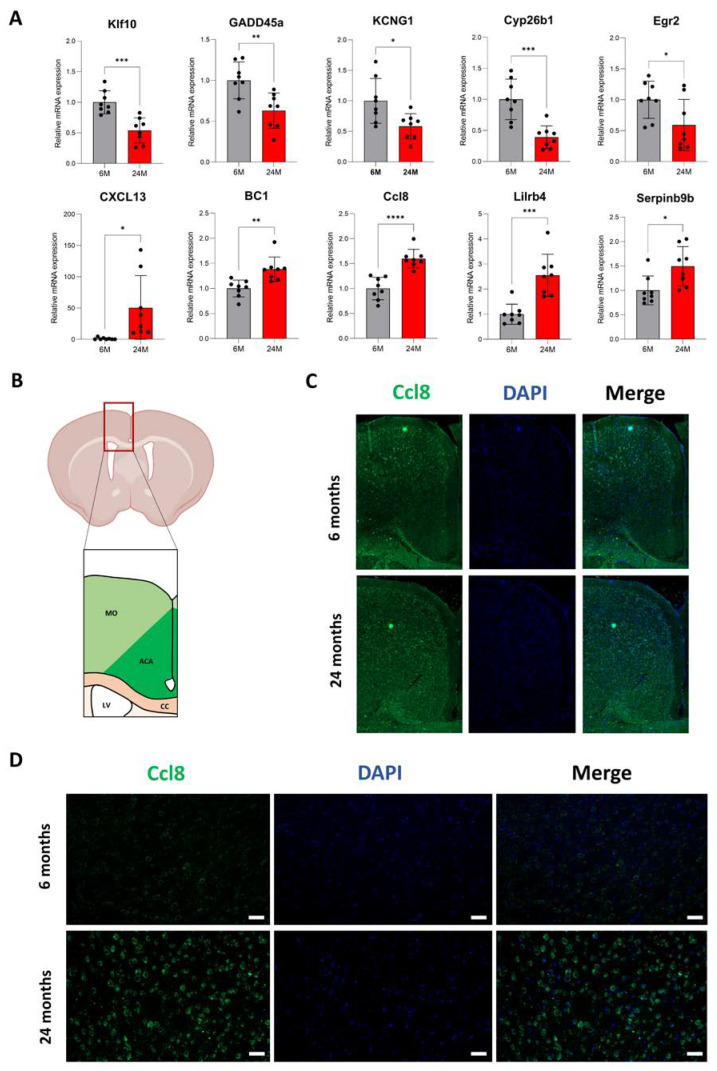
Validation of candidate genes differentially expressed in the aging cortex. (**A**) mRNA levels of Klf10, GADD45a, KCNG1, Cyp26b1, Egr2, CXCL13, BC1, Ccl8, Lilrb4b and Serpina9b were measured in cortices of 6-month-old (grey) and 24-month-old (red) mice by quantitative PCR and normalized to that of RPLP0 (n = 8 per age group; 4 males and 4 females). Results are indicated as mean ± SD. (*) p < 0.04, (**) p < 0.005, (***) p < 0.001, (****) p < 0.0001 from unpaired t-test with equal means. (**B**) Schematic representation of the cortex area analyzed by immunofluorescence. Motor area (MO), anterior cingulate area (ACA), corpus callosum (CC), lateral ventricle (LV). (**C**,**D**) Ccl8 immunofluorescence on coronal cuts of 6-month-old and 24-month-old brains. Images illustrate the representative staining in the whole top cortex area (**C**) and in the anterior cingulate area (**D**) with the Ccl8 antibody (green; left panel) and DAPI (blue; middle panel) (n = 3 per age group). The right panel constitutes a merged image of Ccl8 and DAPI signals. Scale bar: 50 μm.

**Figure 4:**
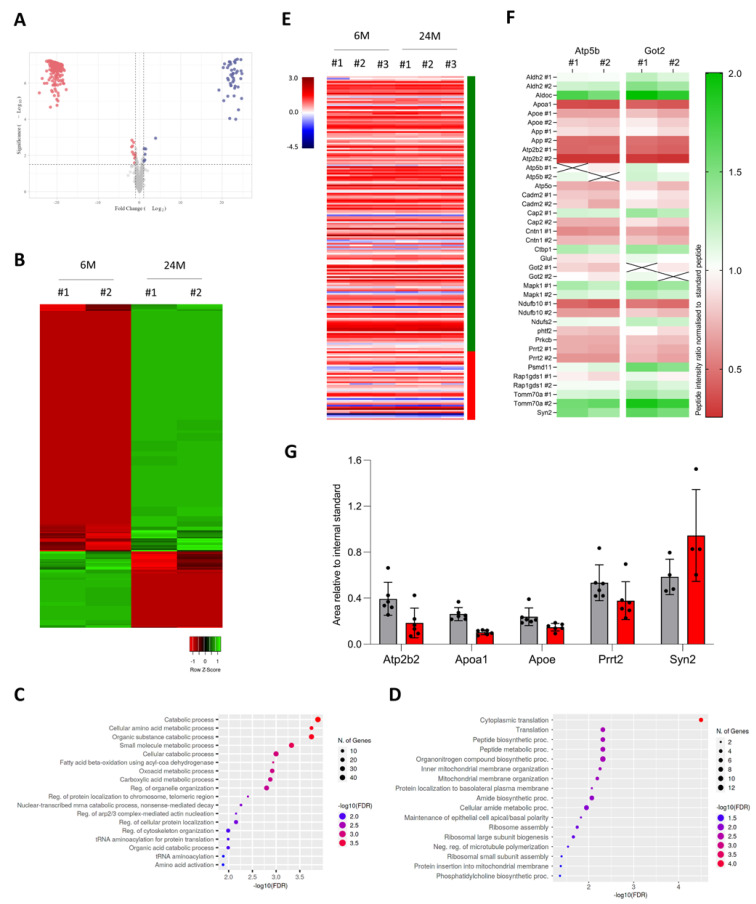
Age-related changes in the proteome of the cerebral cortex. (**A**) Volcano plot of the distribution of differentially enriched proteins, mapping the 164 down-regulated proteins (red) and 42 up-regulated proteins (blue). Data analysis was performed using Prostar software (log2 fold change threshold: 1, –log10 p-value: 1.3) (n = 2). (**B**) Hierarchical clustering of proteins showing significant differential enrichment in the aging cortex, based on the ratio of the area below the curve. Green and red indicate relatively high and low enrichment, with a ratio independently scaled to a mean of zero. (**C**,**D**) Gene Ontology analysis of proteins up-regulated (**C**) and down-regulated (**D**) in the aging cortex using the ShinyGO tool. The pathway database used was the GO Biological Process. Parameters were set at a 0.05 FDR cut-off with no redundancy in GO terms. (**E**) Heatmap of RNA transcript expression for each gene encoding differentially enriched proteins in 6 and 24-month-old cortices. Samples were independently scaled to a mean of zero. Green and red side bars indicate, respectively, up- and down-regulated proteins during cortex aging. (**F**) Heatmap of peptides quantified by PRM mass spectrometry. Each horizontal line represents one peptide. Green and red respectively indicate high and low expression. Values were based on the ratio of the area below the curve for 6- and 24-month-old cortex samples (n = 2 per age group) compared to that of the two Atp5b and Got2 control peptides. (**G**) Peptide quantification by PRM mass spectrometry. The area of each peptide was normalized by that of Got2 for 6-month-old (grey) and 24-month-old (red) cortex samples (n = 2 per age group; three technical replicates using two unique peptides). Results are indicated as mean ± SD.

**Figure 5:**
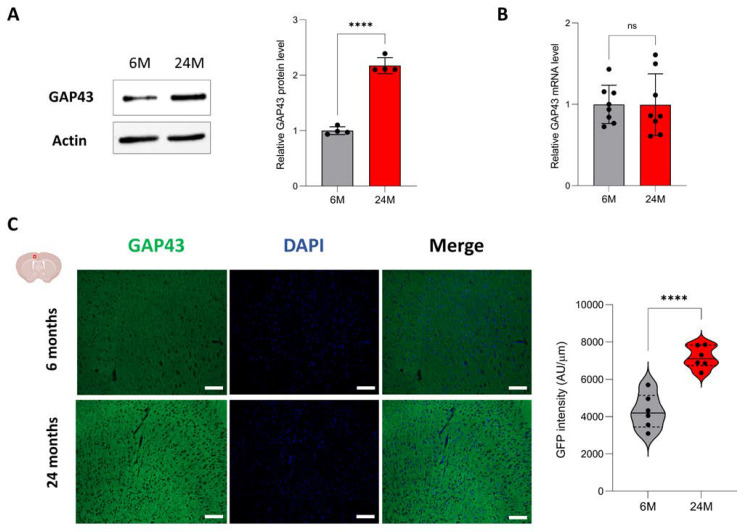
Analysis of GAP43 expression in the aging cortex. (**A**) Protein levels of GAP43 within the 6-month-old (grey) and 24-month-old (red) cortex samples were analyzed by Western blot (left panel). Actin was used as a loading control. On the right panel, quantification of the GAP43 signal (normalized by the actin signal) (n = 4 per age group). Results are indicated as mean ± SD. (****) p < 0.001 from unpaired t-test for equal means. (**B**) mRNA levels of GAP43 were measured by quantitative PCR and normalized to that of RPLP0 (n = 8 per age group). Results are indicated as mean ± SD. (**C**) GAP43 immunofluorescence on coronal cuts of 6-month-old and 24-month-old brains. Images illustrate the representative staining in the cortex motor area with the GAP-43 antibody (green; left panel) and DAPI (blue; middle panel). The right image panel constitutes a merged image of GAP43 and DAPI signals. A quantitative comparative analysis of GAP43 expression (n = 6 per age group) is displayed on the right. (****) p < 0.001 from unpaired t-test for equal means. Scale bar: 100 μm.

**Table 1:** List of antibodies used for immunoblotting.

Antibody	Company	Cat n°	Dilution
Anti-Actin	Sigma Aldrich	A5441	1:20,000
Anti-GAP43	Abclonal	A19055	1:1000
Anti-mouse HRP	Biorad	170-6516	1:5000
Anti-rabbit HRP	Biorad	170-6515	1:5000

**Table 2:** List of antibodies used for immunofluorescence.

Antibody	Company	Cat n°	Dilution
Anti-GAP43	Abclonal	A19055	1:50
Anti-CCL8	Abclonal	A6977	1:100
Alexa Fluor 488 anti-rabbit	Invitrogen	A-11017	1:1000

## Data Availability

The RNA-seq raw data have been deposited at the Gene Expression Omnibus (GEO) under the subseries entry GSE218637. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD038179.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12040615/s1, Figure S1: Anatomical characteristics of the aging brain; Figure S2: Location of differentially expressed genes on chromosomes; Figure S3: Correlation between transcript and protein abundance; Figure S4: Controls and originals from Figure 4; Table S1: Table of RNA-seq count data; Table S2: List of genes differential expressed in the aging cortex; Table S3: List of proteins detected by mass spectrometry in the aging cortex; Table S4: Data analysis table of proteins identified in the aging cortex; Table S5: List of proteins differential enriched in the aging cortex; Table S6: Selected peptides for PRM mass spectrometry analysis.

How the deposited data were processed for this re-analysis (not part of the article)

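RNA-seq was analysed for the cerebral cortex of 6 male mice, 3 of 6 months and 3 of 24 months of age. The authors trimmed the reads, mapped them to GRCm38 with STAR, counted them on exons with featureCounts and deposited, for each mouse, a count and a TPM value for each of 55421 genes. The deposited counts were whole numbers (100% of values) and were used as they are. The authors computed the deposited TPM values from the counts and the exonic length of each gene, and these were used for expression ranks and for 1 alternative of the principal component analysis. The rows that share a symbol with another row (210) were kept apart by gene identifier. Of the identifiers, 181 were not found in the GENCODE vM21 annotation.

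Differential expression between the ages was computed with edgeR 4.0.16 (R 4.3.3): TMM scaling, genes with at least 10 counts over the 6 libraries, and the quasi-likelihood test without covariates. FDR is the Benjamini-Hochberg adjustment over all genes tested, at 1% and 0.1% as in the paper. The paper's text names edgeR but no test within it, and genefilter but not its criterion. Alternatives set before the data were examined were the exact and likelihood ratio tests of edgeR, the Wald test of DESeq2 1.42.0 with its own size factors, those size factors in edgeR, library totals only, 3 other filters, and each mouse left out in turn. Of the adjusted p-values of DESeq2, 5745 were not given and stayed out of counts. Set tests were camera (preset correlation 0.01, and estimated) and fry of limma 3.58.1. Other computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

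The totals of 29495379 to 36494240 counts per mouse leave genes of low expression with a few counts. Such genes are described by their counts, and 3 counts was taken as the floor for folds. Principal components and distances were computed on log2 CPM with a prior count of 2. The genes named are those the paper names for these samples, by a rule set before the data were examined, apart from some that are not reported here. The 5 genes with the largest rise and the 5 with the largest fall past 1% FDR were to be named as well, but 0 genes passed. Immunoglobulin genes and families of silent genes were chosen after their values were seen. Marker lists, written before their tests, were those of neurons, astrocytes, oligodendrocytes, microglia, endothelial cells, red blood cells, choroid plexus, meninges, B cells and plasma cells, T cells, and immediate early genes.

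The level of silent genes was measured as CPM per exonic kb of protein-coding genes of over 500 exonic bases with at most 2 counts in 2 of the 6-month libraries. The level at 6 months was read in the third library, in each of the 3 ways. On simulated counts with a density of 0.02 at 6 months and 0.05 at 24 months, 0.0199 and 0.0501 were recovered over 2694 genes. When the genes were chosen and measured in the same libraries, 0.0132 was recovered over the 1539 genes so chosen in place of 0.02, and that way was not used. For the subtraction, each gene's expected background count was taken from its count and the rest rounded to whole numbers of at least 0. Differential expression was also tested on simulated data: of 200 changed genes the quasi-likelihood test recovered 42% and the likelihood ratio test 53.5% at 1% FDR. The mass spectrometry values are those of the paper's supplementary tables, and the pathway analyses of the paper were not repeated.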

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

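The tests of genomic DNA, of transcription in proportion to copies, of sensory receptor genes in particular, of scaling for the sensory receptor genes, of GC content and exonic length, of blood and of meninges were chosen only after the results were seen, and so were the 2 controls of the subtraction.

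Genes outside those the paper discusses carried more counts at 24 months than in any 6-month mouse. Silent autosomal genes that are not sensory receptor genes rose from 0.0117 to 0.0478 CPM per exonic kb, with 0.0657, 0.0485 and 0.0291 in the 24-month mice 2, 4 and 5. Genes of keratin-associated proteins, which form hair, reached 0.0523, beta-defensin genes 0.0958 and olfactory receptor pseudogenes 0.0711 at 24 months. The rise of sensory receptor genes is therefore part of a rise over silent genes, and activation of sensory receptor genes in particular does not account for the 4.08-fold rise of the others. The 857 sensory receptor genes among the silent autosomal genes rose by 0.0466 CPM per exonic kb against 0.0360 for the others, a ratio of 1.29 between absolute rises (95% interval over genes 1.22 to 1.37). As folds the rises were 4.92 and 4.08, and all 1831 sensory receptor genes together rose 3.41-fold.

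Several technical explanations of the rise over silent genes run against the values. The groups by distance, GC content, exonic length and name stem held no sensory receptor genes. For sensory receptor genes those explanations were therefore not tested. Silent genes over 200 kb from an expressed gene rose 4.45-fold, in every 24-month mouse, which read-through from expressed neighbours would not give as the whole cause. The absolute rise was 1.25 times as large within 20 kb of an expressed gene (95% interval over genes 1.12 to 1.41; 0.0362 against 0.0289 CPM per exonic kb), while as a fold it was 3.74 there. A part from read-through therefore stays open, and the rise was not even over silent genes. With every library thinned to 29495379 counts, the lowest 24-month library still had counts on 39505 genes, against at most 34289 at 6 months, so depth does not give it. The median log2 fold change of sensory receptor genes was 1.81 with TMM factors, 1.82 with DESeq2's size factors and 1.99 with library totals. Scaling therefore does not give the rise of sensory receptor genes. With silent genes binned into 5 groups by GC content or by exonic length, the rise was at least 3.14-fold in each group. Silent genes with a name stem of their own rose 3.68-fold, so reads shared between paralogs do not carry the rise of silent genes alone. Sensory receptor genes share name stems within their families, so for them the test leaves shared reads open.

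Genomic DNA in the 24-month libraries and transcription of silent genes in proportion to their copies stay open, and they cannot be told apart, because both predict a smaller rise on the single X chromosome of males than on autosomes, and exon counts carry neither introns nor strand. The ratio of the rise on X to that on autosomes was 0.412 (95% interval over genes 0.342 to 0.484), and 0.539 (0.388 to 0.711) for genes with a name stem of their own. The first interval lies below 0.5, the ratio of 1 copy to 2, and the second includes it. For the single Y chromosome, where both predict 0.5 as well, the ratio was 0.137 (0.0835 to 0.197), far below it, on 28 counts at 6 months and 113 at 24 months over 164 silent genes. As folds, the rises were 3.19 on X, 4.76 on Y and 4.08 on autosomes. Taken as they stand, the absolute rise on Y runs against a rise in proportion to copies. Of these Y genes, 115 had no count in any library, against 318 of the 2694 silent autosomal genes. Reads that map to several copies may have been left out of the counts, which was not tested, and the 4 Y genes with a name stem of their own had 1 count in all, too few for a test. The copy number is therefore neither shown nor ruled out as the measure of the rise. The paper's text names no DNase step but refers to the manufacturer's protocol. A change with age is a biological explanation that remains untested.

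A subtraction of a background in proportion to exonic length was compared with the likelihood ratio calls at 1% FDR. Of 1451 genes called higher, 239 were still called, so this background is not the whole cause of the higher calls. They included 62 of the 70 genes above 2 CPM and 177 of the 1381 others. Of 352 sensory receptor genes 38 were still called, and of 7 named immune genes 4. The loss of calls is not specific to the background, because of 252 genes called lower, which a rising background does not give, 31 were still called. With the scaling factors of the unsubtracted counts kept, 131 of the lower genes and 30 of the sensory receptor genes were still called. With 1 equal density taken from all libraries, 93 of the lower genes and 296 of the sensory receptor genes were. Few sensory receptor genes outlast a subtraction by library, but whether background alone carries their calls cannot be told, because calls among the lower genes were lost as well. Sensory receptor genes were 38 of the 242 genes called higher after it and 705 of the 28100 genes tested. That share does not show a rise beyond background, because counts were floored at 0 and the count minimum, applied after the subtraction, keeps genes with 24-month counts left. The 4 immune genes still called went through the same floor and minimum, so they do not settle the cause of the immune calls.

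Igkc, the constant region of the immunoglobulin kappa chain, had 4, 6 and 16 counts at 6 months and 638, 848 and 35 in the 24-month mice 2, 4 and 5. The lowest 24-month count, 35, was above each 6-month count and 68.9 times the background expected for its exonic length, so background does not give it. Whole blood would bring red blood cell genes, and these had a median log2 fold change of -0.36, with all 5 lower (-0.17 at the median with library totals). The meningeal genes had a median of -0.0789 (0.11 with library totals) over 6 genes of which 3 rose and 3 fell, and meninges in the samples cannot be told apart from plasma cells in the tissue. A rise of antibody-producing cells with age may be one explanation, and the 6 B cell and plasma cell genes tested had a median log2 fold change of 1.63 (1.10 relative to genes of like expression). That list includes Igkc, which was singled out after its values were seen. On few counts, Igha had 0, 2 and 5 at 6 months and 8, 17 and 7 in the 24-month mice 2, 4 and 5, and Iglc2 had 1, 0 and 2 against 9, 10 and 4. The background expected for the exonic length of Igha was 5.17, 4.18 and 2.55 counts in these 24-month mice. Part of the rise of Igha may therefore be background. For Iglc2 the expected background was 1.19, 0.959 and 0.584 counts. The 2 heavy chain genes with the highest counts overlapped between the ages. Ighm had 3014, 3027 and 1880 counts at 6 months and 918, 2539 and 3262 in the 24-month mice 2, 4 and 5, and Ighg2c had 396, 374 and 288 against 311, 437 and 445.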

How the results depend on the processing

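The alternatives named in this part were set before the data were examined, except where they are said to be added. Splits of the 6 mice were counted after the results were seen, apart from those for the medians of the protein sets. No paired analysis was possible because the mice of the 2 ages are different animals with different numbers.

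The number of genes past a threshold depended on the test. At 1% FDR the quasi-likelihood test called 0 genes (10097 at an unadjusted p under 0.05), and it called 0 with DESeq2's size factors, library totals, filterByExpr or a filter that kept the genes of higher mean CPM. DESeq2's Wald test called 227 (112 higher, 115 lower), the exact test 1122 (933 and 189), the likelihood ratio test 1703 (1451 and 252) and the quasi-likelihood test without a filter 42 (34 and 8). Among settings added after the data were seen, the robust fit called 2 (2 higher), and thresholds of 5% and 10% FDR gave 32 (23 and 9) and 6040 (3299 and 2741). The number at 5% FDR was 0 without the 6-month mouse 10, 11 or 17 or the 24-month mouse 4. It was 6 without the 24-month mouse 2 and 3788 without 5. The robust fit gave 2699 at 5% FDR, and edgeR's version 4 quasi-likelihood fit, with 0 at 1% FDR, gave 1201. With each mouse left out in turn, 0 to 13 genes were called at 1% FDR, 0 to 13 higher and 0 to 1 lower. The 13 came without the 24-month mouse 5 and the 1 without the 24-month mouse 2. At 0.1% FDR the quasi-likelihood test called 0, DESeq2 72 (43 higher, 29 lower), the exact test 267 (232 and 35), the likelihood ratio test 364 (327 and 37) and no filter 12 (12 higher). With mice left out, 0 to 2 were called, 0 to 2 higher, the 2 without the 24-month mouse 5. The cause of these differences between tests was not tested. On simulated counts of 3 against 3, the quasi-likelihood test did call genes at 1% FDR. Those counts were drawn gene by gene, without differences between mice shared over genes. They therefore leave open what the test can call on the real mice.

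All 10 of the 10 splits of the 6 mice gave as many genes as the ages by the quasi-likelihood test at 1% FDR, as did 10 of 10 at 0.1% FDR, since every split gave 0. At 10% FDR only the real split, 1 of 10, gave as many as 6040 genes, and the next gave 100. With mice left out the number at 10% FDR was 0 without the 6-month mouse 10, 1 without 11, 2476 without 17, 176 without the 24-month mouse 2, 0 without 4 and 7998 without 5, so 6040 depends on which mice are kept. By the likelihood ratio test 1 of 10 gave as many at 1% FDR and 1 of 10 at 0.1% FDR. The next split, with mice 10, 11 and 5 on one side, gave 124 and 72. The 10 splits cannot give a share under 0.1.

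The likelihood ratio count at 1% FDR, 1703, was also recomputed with settings added after the data were seen. It was 832 with filterByExpr, 278 with the background subtracted and 328 with the background subtracted and the scaling kept. With 1 equal density taken from all libraries it rose to 2491, of which 2398 were higher and 93 lower. It ran from 432 to 3025 with each mouse left out. It was 432 without the 6-month mouse 10, 637 without 11, 848 without 17, 629 without the 24-month mouse 2, 463 without 4 and 3025 without 5. At 0.1% FDR it was 91, 122, 163, 176, 83 and 1134 in the same order, against 364 with all mice. The cause was not tested.

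Of the genes of the paper's Supplemental Table S2, 0 were called at 1% FDR in the quasi-likelihood test, 114 by DESeq2, 417 by the exact test, 420 by the likelihood ratio test, 41 without a filter, 2 with the robust fit, and 0 to 13 with mice left out (13 without the 24-month mouse 5, 1 without the 24-month mouse 2). Among genes higher at 0.1% FDR, sensory receptor genes numbered 3 by DESeq2, 72 by the exact test and 107 by the likelihood ratio test, against 0. Of the genes tested by qPCR in the paper, 4 were called at 1% FDR by DESeq2, 8 by the exact test, 8 by the likelihood ratio test, 2 without a filter, and 0 to 1 with mice left out (1 without the 24-month mouse 2). The exact and likelihood ratio tests called 7 and 7 of the immune genes, of which DESeq2 called 0, 1 and 1 of the genes quantified by PRM, and 1 and 1 of the genes of proteins set apart as lower, of which DESeq2 called 1. Of the genes of proteins set apart as higher, the likelihood ratio test called 2. The neuroplasticity genes had 0 calls under all of these settings. The cause was not tested.

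The median mRNA log2 fold change of proteins set apart as higher was -0.22. It was -0.0273 with library totals, -0.18 without a filter, -0.11 with filterByExpr, -0.15 over the genes of higher mean CPM and -0.11 with the background subtracted (added), and it ran from -0.23 to -0.18 with mice left out. For proteins set apart as lower it was -0.17, and it reversed to 0.0179 with library totals. It was -0.14 without a filter, -0.0601 with filterByExpr, -0.11 over the genes of higher mean CPM, -0.0597 with the background subtracted (added), and -0.19 to -0.11 with mice left out. For each median 1 of the 10 splits gave one as large. Gap43 stayed lower under each setting, from -0.47 (without the 24-month mouse 2) to -0.13, and did not pass an FDR of 10% under any.

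The share of the first principal component, 53.2%, was 74.8% over 500 genes, 44.2% with unit variance, 36.7% on TPM, 57.6% with library totals and 50.5% to 60.3% with mice left out. The ratio of distances within ages, 1.06, reversed to 0.951 with filterByExpr and to 0.966 without the 24-month mouse 5, and it ran from 0.966 to 1.20 with mice left out. The exact p of the first component was 0.1 under each setting, the smallest possible. There were 0 clusters in the quasi-likelihood test, 11 with the genes of Supplemental Table S2 and 4 with the exact test. The cause was not tested. The median rank of genes with a protein was 1380.5, and 1397 by mean CPM and 1353.5 by TPM at 6 months. Of all comparisons with the settings set beforehand, 205 gave the same result, 70 moved and 3 reversed. Of those added, 47 gave the same and 20 moved. Many of the comparisons that gave the same were counts of 0 that stayed 0, which says little about stability.

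Some alternatives were not run. Fractional counts could not be used because the counts are whole, and components over genes at 1% FDR and the rank of genes higher at 0.1% FDR had no genes. The depth limits genes at few counts, where a fold is given as a lower bound.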

Differences from the paper's values

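The paper reports 1586 genes at 1% FDR, and the quasi-likelihood test gave 0. Of the alternatives set before the data were examined, the likelihood ratio test (1703) and the exact test (1122) came within 1.5 times of the paper's value, and DESeq2, other scalings, other filters and the fits without 1 mouse did not. The paper's further limit on the unadjusted p was not applied.

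At 0.1% FDR the paper reports 427 genes, 400 higher and 27 lower, and the quasi-likelihood test gave 0, 0 and 0. The likelihood ratio test gave 364, 327 and 37, all within 1.5 times of the paper's values. With mice left out that test gave 83 (without the 24-month mouse 4) to 1134 (without 5) genes, 80 to 997 higher and 2 to 137 lower. None of these was within 1.5 times of the paper's number of all or of higher genes, and for lower genes only the 33 without the 6-month mouse 17 were. The exact test came within it only for the lower genes (35, with 267 in all and 232 higher), as did DESeq2's Wald test (29, with 72 and 43). The other alternatives set before the data were examined did not.

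For the first principal component the paper reports 80% of the variance, and 53.2% was found. Over the 500 genes of largest variance it was 74.8%, with library totals 57.6%, and in the fits without 1 mouse 54.4% to 60.3%, all within 1.5 times of the paper's value, apart from the fit without the 24-month mouse 2 (50.5%). Unit variance, TPM and filterByExpr did not come within it. For the second component the paper reports 5%, and 13.2% was found. None of the alternatives set before the data were examined closed that gap, the nearest being 8.26% over 500 genes. Over the 1703 genes called by the likelihood ratio test the shares were 87.4% and 3.59%, and over the 427 genes of Supplemental Table S2 they were 88.9% and 3.64%. Both gene sets were chosen after seeing the values, and their genes had been selected on age.

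The paper names Egr2, Bc1 and Lilrb4 among genes differing at 1% FDR. In the quasi-likelihood test Egr2 had an adjusted p of 0.611, Bc1 0.134, Lilrb4a 0.252 and Lilrb4b 0.0618, and the likelihood ratio test gave 0.599, 0.0796, 0.217 and 0.00452. The other genes the paper tested by qPCR, 0 of which passed 1% FDR in the quasi-likelihood test, were called by the likelihood ratio test. The paper lists clusters of higher genes on chromosome 10, where 0 of the 11 clusters found with its list lay, and none on chromosomes 6 and 7, where 3 of them lay. The paper describes more variable expression at 24 months from positions on the second component. There the range was also wider at 24 months, from -38.8 to 51.5 against -38.8 to 14.1 at 6 months. The ratio of distances on log2 CPM was 1.06 with overlapping ranges.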

Other observations

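The test of the median of expressed genes was set before its result was seen. The median log2 fold change of genes above 1 CPM was -0.14 with TMM factors and 0.048 with library totals only. The fall of expressed genes as a group may therefore come from the scaling, which divides the 24-month libraries by larger factors.

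Among the marker lists, median log2 fold changes were -0.28 for 8 genes of neurons, -0.12 for 6 of astrocytes, -0.12 for 8 of oligodendrocytes, 0.18 for 11 of microglia, -0.05 for 6 of endothelial cells, 0.02 for 5 of choroid plexus, and -0.60 for 13 immediate early genes. With library totals these were -0.09, 0.07, 0.06, 0.38, 0.14, 0.21 and -0.38, and the direction flipped for astrocytes, oligodendrocytes and endothelial cells. As the scaling moved every list upwards, the flip says nothing particular to these cells. Taken relative to genes of like expression, the medians were -0.04, 0.11, 0.10, 0.36, 0.08, -0.02 and -0.38 in the same order. The 7 T cell genes had a median of 1.58, and 0.89 with folds against 3 counts for the 3 genes at or under 3 counts at 6 months. Relative to genes of like expression the T cell median was 0.30, and with filterByExpr, which keeps 2 of the 7 genes, it was 0.18, so much of it is shared with genes of like expression. None of these lists held a gene past 1% FDR in the quasi-likelihood test. The immediate early genes include Egr2, which the paper picked on these libraries.

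In the paper's Supplemental Table S4, all 206 proteins set apart by more than 10 on the log2 scale, 164 higher and 42 lower at 24 months, had the column's minimum value in both samples of 1 age. The paper imputed a low fixed value for proteins missing from a whole age. The differences of the other 533 proteins in the paper's table ran from -3.88 to 2.78.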
